# Caspase-2 and p75 neurotrophin receptor (p75NTR) are involved in the regulation of SREBP and lipid genes in hepatocyte cells

**DOI:** 10.1038/s41419-019-1758-z

**Published:** 2019-07-11

**Authors:** Dan Duc Pham, Céline Bruelle, Hai Thi Do, Ceren Pajanoja, Congyu Jin, Vignesh Srinivasan, Vesa M. Olkkonen, Ove Eriksson, Matti Jauhiainen, Maciej Lalowski, Dan Lindholm

**Keywords:** Lipid signalling, Metabolic disorders

## Abstract

Lipid-induced toxicity is part of several human diseases, but the mechanisms involved are not fully understood. Fatty liver is characterized by the expression of different growth and tissue factors. The neurotrophin, nerve growth factor (NGF) and its pro-form, pro-NGF, are present in fatty liver together with p75 neurotrophin receptor (p75NTR). Stimulation of human Huh7 hepatocyte cells with NGF and pro-NGF induced Sterol-regulator-element-binding protein-2 (SREBP2) activation and increased Low-Density Lipoprotein Receptor (LDLR) expression. We observed that phosphorylation of caspase-2 by p38 MAPK was essential for this regulation involving a caspase-3-mediated cleavage of SREBP2. RNA sequencing showed that several genes involved in lipid metabolism were altered in p75NTR-deficient mouse liver. The same lipogenic genes were downregulated in p75NTR gene-engineered human Huh7 cells and reciprocally upregulated by stimulation of p75NTRs. In the knock-out mice the serum cholesterol and triglyceride levels were reduced, suggesting a physiological role of p75NTRs in whole-body lipid metabolism. Taken together, this study shows that p75NTR signaling influences a network of genes involved in lipid metabolism in liver and hepatocyte cells. Modulation of p75NTR signaling may be a target to consider in various metabolic disorders accompanied by increased lipid accumulation.

## Introduction

Many metabolic diseases are characterized by the increased levels of fatty acids (FA) and other lipids that in the long-run may lead to enhanced lipid-induced toxicity (lipoapoptosis)^1^. In fatty liver there is an accumulation of lipids that in humans can cause non-alcoholic fatty liver disease (NAFLD)^2^. The underlying mechanisms are not fully understood but include changes in cell signaling, increased oxidative and ER stress, mitochondrial dysfunctions, caspase activation, and enhanced tissue inflammation with the production of various cytokines and growth factors ultimately leading to increases in certain lipids such as ceramides^3–5^.

Neurotrophins, including nerve growth factor (NGF), are important regulators of neuronal differentiation and survival, but their functions in cell metabolism are only emerging^6–8^. NGF and its pro-form pro-NGF stimulate p75 neurotrophin receptor (p75NTR) that is expressed by particular neurons^9,10^ as well as by some non-neuronal cells including hepatocytes^8,11,12^. We have reported that NGF and pro-NGF are increased in fatty liver of genetically obese *ob/ob* mice, suggesting a role of these neurotrophins in lipid metabolism^8^. In man, higher levels of NGF in plasma have been correlated to obesity and the presence of metabolic syndrome in women^12^, but the underlying mechanisms are not fully understood.

We have previously shown that treatment with NGF/pro-NGF can activate the transcription factor, sterol-regulator-element-binding protein-2 (SREBP2), involved in regulation of lipid and cholesterol-associated genes in human Huh7 hepatocyte cells^8^. Here we have further investigated the mechanisms of SREBP activation by p75NTRs, demonstrating that p38 MAPK and cell caspases are essentially involved in SREBP2 regulation, acting downstream of p75NTRs. In p75NTR gene deleted (p75NTR KO) mice the expression of several genes involved in lipid metabolism was altered as shown by RNA sequencing (RNA-seq), suggesting a role of p75NTR in lipid signaling. In support of this, human Huh7 cells with loss of p75NTR after CRISPR/Cas9-mediated gene editing demonstrated corresponding changes in lipid-associated gene expression. Together, our results show that p75NTR plays a role in the regulation of lipid genes and their expression and thus contributes to lipid-associated metabolic disorders.

## Results

### p75 neurotrophin receptor is expressed in fatty liver together with NGF and pro-NGF

The p75NTR is part of a large cytokine receptor family, which includes the receptors for the pro-inflammatory cytokine, tumor necrosis factor-α. Immunoblots revealed that NGF and p75NTR were expressed in livers of control and obese leptin-deficient *ob/ob* mice (Fig. 1a, b). Previously, we have reported that also pro-NGF was increased in *ob/ob* mice as compared to controls^8^. Likewise, NGF was elevated in leptin-receptor-deficient *db/db* mice, used as another model for fatty liver disease (Fig. 1c, d). Immunohistochemistry demonstrated the presence of NGF in hepatocytes and in the cells lining the liver sinusoids in fatty liver (Fig. 1e), comparable to cellular localization displayed by NGF in the liver affected by other diseases^13^. The presence of NGF and pro-NGF and p75NTRs in fatty liver raised questions as to their physiological role in this disorder.

**Fig. 1:**
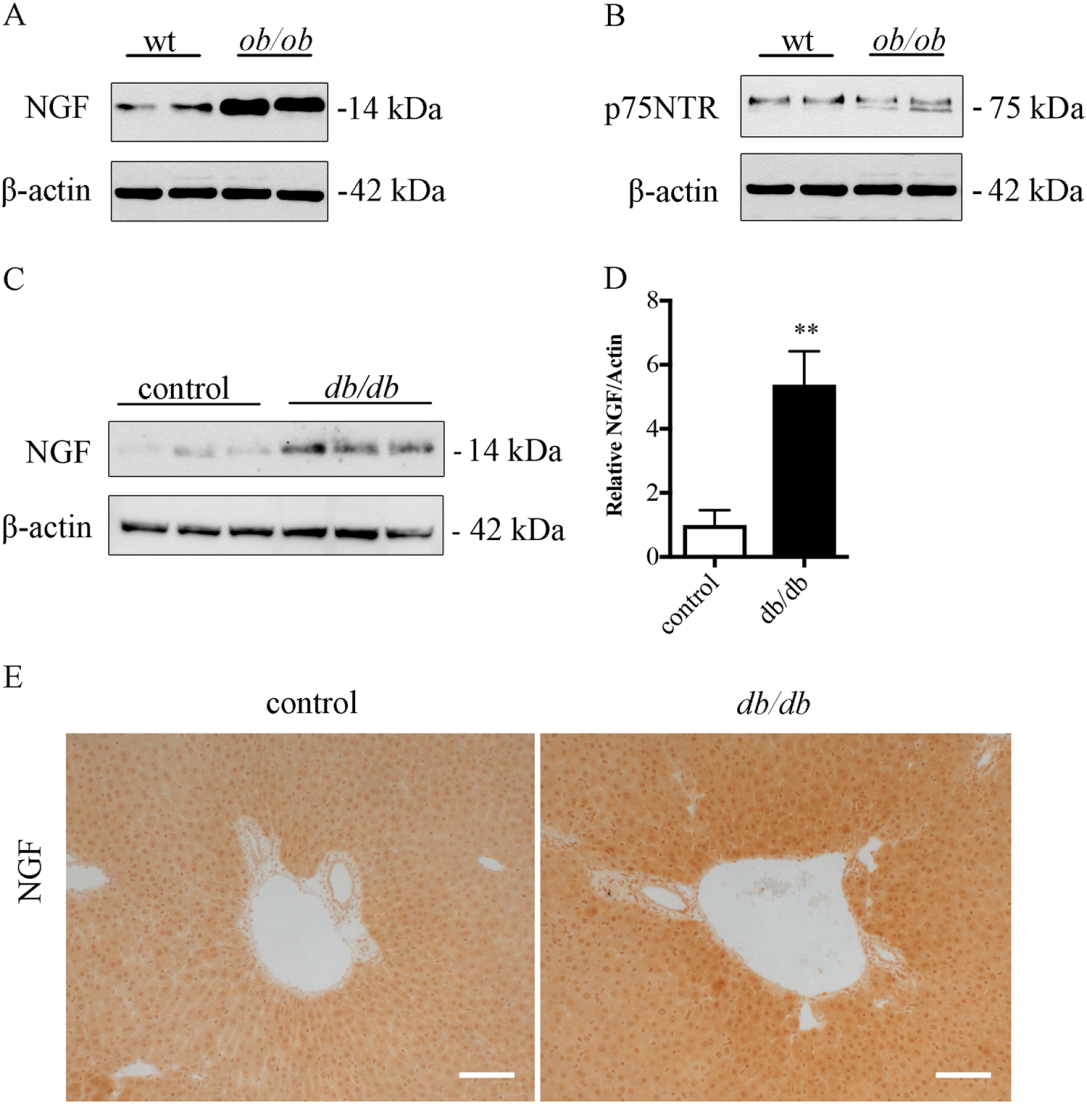
NGF is expressed in fatty liver of obese mice together with p75NTR. **a** NGF has increased in leptin-deficient *ob/ob* mouse livers compared with control, wild-type (wt) mice. **b** p75NTR was expressed in liver with no significant change between *ob/ob* and control mice. **c**, **d** The level of NGF has increased in leptin-receptor-deficient *db/db* mouse liver in comparison to controls, **c** immunoblot analysis and **d** quantification. **p < 0.01 for *db/db* vs. controls. **e** Immunohistochemistry of NGF in control and *db/db* mouse liver. NGF immunoreactivity was present in hepatocytes and in cells adjacent to the liver sinusoids. Scale bar, 100 μm. Liver tissues from control and genetically obese mice were processed for immunoblotting and immunohistochemistry as described in Materials and methods. For immunoblotting, β-actin was used as a loading control

### SREBPs are activated by the neurotrophins in Huh7 hepatocyte cells

The SREBP family of transcription factors includes SREBP1a and SREBP1c and SREBP2, which are activated by low cell cholesterol to induce synthesis of genes involved in lipid metabolism^14,15^. Typically, the SREBPs are present in the endoplasmic reticulum in latent forms and can be cleaved by the enzymes, namely site-1 protease (S1P) and site-2 protease (S2P) to yield the active transcription factor^15,16^. In addition to S1P and S2P, the SREBP molecules can be cleaved by caspase-3 (ref. ^17^), but the physiological significance of this cellular event has remained unclear. We previously reported that stimulation of p75NTRs by NGF and pro-NGF induced cleavage of SREBP2 in Huh7 hepatocyte cells in a caspase-3-dependent manner^8^. Treatment of Huh7 cells with NGF/pro-NGF also enhanced the cleavage of SREBP1 (Fig. 2a, b), suggesting that the neurotrophin-mediated regulation is a general phenomenon involving both SREBP1 and SREBP2. To investigate the links between the known S1P-mediated processing of SREBP2 and the cleavage induced by the neurotrophins, we employed the compound PF-429242 (ref. ^18^). The level of processed SREBP2 was reduced in cells treated with PF-429242, which is in line with its recognized action as an inhibitor of S1P (Fig. 2c, d). However, the rise in the SREBP2 cleavage evoked by pro-NGF was largely unaffected in the presence of PF-429242, suggesting that the two SREBP2 processing pathways likely represent different events (Fig. 2c, d).

**Fig. 2:**
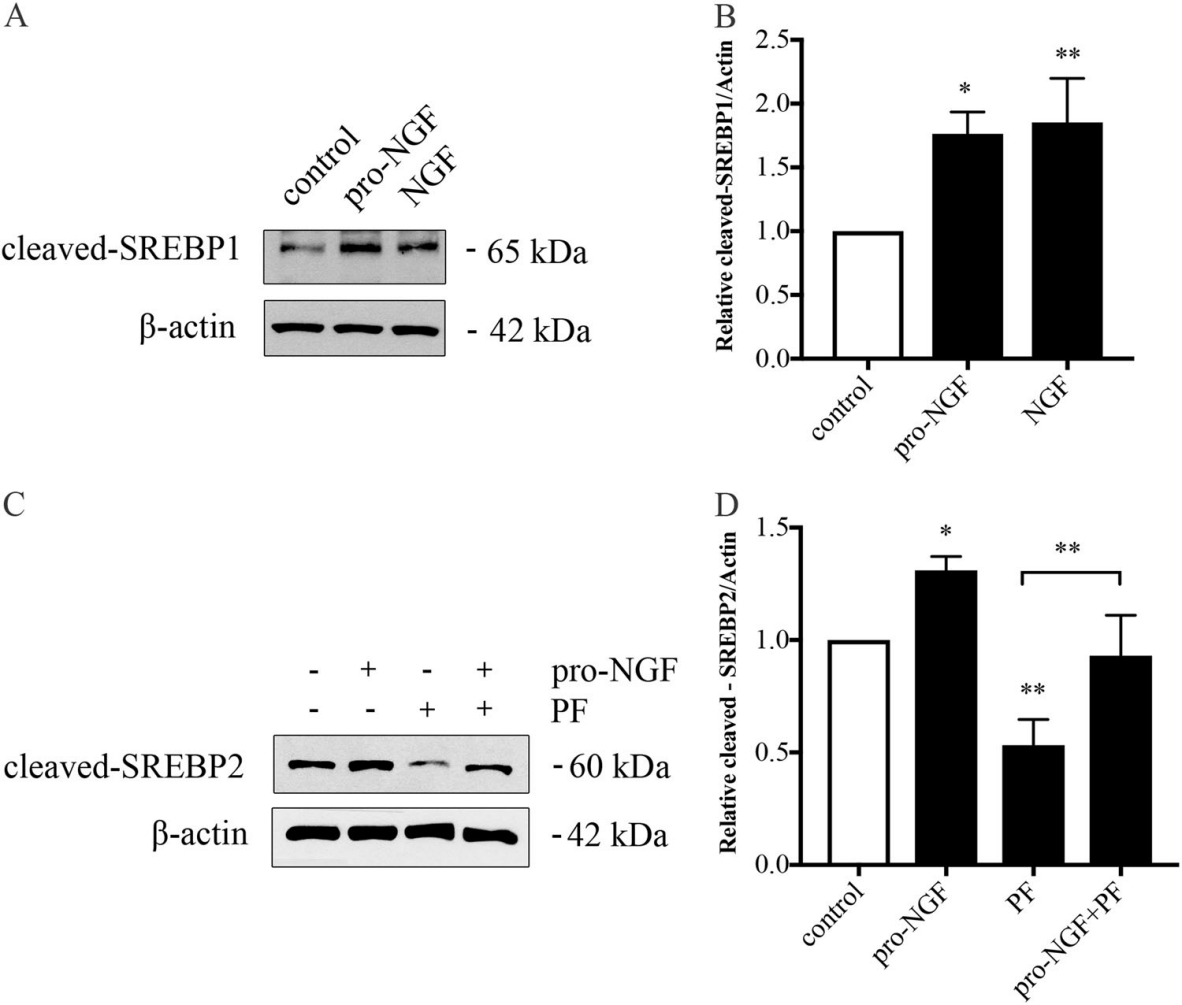
p75NTR stimulation activated SREBP1 and SREBP2 in Huh7 hepatocyte cells. Human Huh7 cells were stimulated with 10 ng/ml pro-NGF or 50 ng/ml NGF for 16 h followed by immunoblotting using antibodies to detect the presence of cleaved/activated SREBP1 and SREBP2. **a** SREBP1, immunoblots and **b** quantification. Values are mean ± SD, *n* = 3. **P < 0.01 and *p < 0.05 for treated vs. control cells. **c**, **d** SREBP2. Cells were treated with 10 ng/ml pro-NGF in the absence or presence of 0.5 μM PF429242 (PF), which is a selective inhibitor of the Site 1 protease (S1P). **c** Immunoblots and **d** quantification. PF decreased the amount of processed SREBP2 in these cells; however, addition of pro-NGF increased the relative level of cleaved SREBP2. Values are mean ± SD, *n* = 3. *p < 0.05 for treated vs. the corresponding control

### Roles of Caspase-2 in SREBP regulation

To clarify the role of caspases in SREBP regulation, we focused on upstream caspase-2, reported to play a role in models of fatty liver disease and in NAFLD^4,19^. We previously demonstrated that caspase-2 and p38 MAPK are both downstream of p75NTR-mediated signaling cascade in human Huh7 cells^8^, raising the question whether caspase-2 may be phosphorylated by this kinase. Bioinformatics analyses revealed that there is a potential phosphorylation site for p38 MAPK at threonine (Thr)180 in the large subunit of caspase-2 that is conserved among species (Fig. 3a). Caspase-2 was shown to be phosphorylated in Huh7 cells using phos-tag gels and an antibody specific for phospho-Thr180 (Fig. 3b). Stimulation with NGF or pro-NGF increased p-caspase-2 level within hours in these cells (Fig. 3c, d), and reduced using the p38 MAPK inhibitor, SB203580 (Fig. 3e, f). To validate the role of Thr180 in caspase-2, we mutated this site using site-directed mutagenesis, either to alanine (T180A) or to glutamic acid (T180E). Expression of the T180A mutant in Huh7 cells reduced the pro-NGF-mediated increase in LDLR gene expression, while the mutant T180E exhibited no effect (Fig. 3g). In contrast, the mutant T180E slightly elevated LDLR expression in untreated cells (*p* < 0.05) that is in line with it being a functional mimic of Thr180 phosphorylation. As shown by immunoblots, the expression of the mutant T180A reduced the amount of cleaved SREBP2 and caspase-3 induced by pro-NGF in these cells (Fig. 3h). It corroborates previous findings demonstrating that p38 MAPK inhibitors can block the increase in caspase-3 and SREBP2 activation as well as LDLR expression induced by pro-NGF^18^. To assess the association of caspase-3 with caspase-2 we used different caspase-2 mutants in Flag co-immunoprecipitation experiments. Caspase-3 strongly interacted with the Thr180A caspase-2 mutant, indicating that a reduced association of the two is likely mediated by phosphorylation at Thr180 (Fig. 3i). Furthermore, S157A caspase-2 mutant did not bind to caspase-3, nor did the caspase-2 mutant lacking the aminoterminal *Caspase activation and recruitment domain* (CARD) (Fig. 3i). These data show that the CARD domain in caspase-2 is essential for caspase-3 interaction, whereas the Thr180A and S157A caspase-2 mutant constructs behaved differently in binding of caspase-3. Caspase-2 and its phosphorylation at Thr180 is a key event in the regulation of SREBP2 cleavage induced by p75NTRs in Huh7 cells, adding to the complex regulation of SREBPs and its associated genes in hepatocyte cells.

**Fig. 3:**
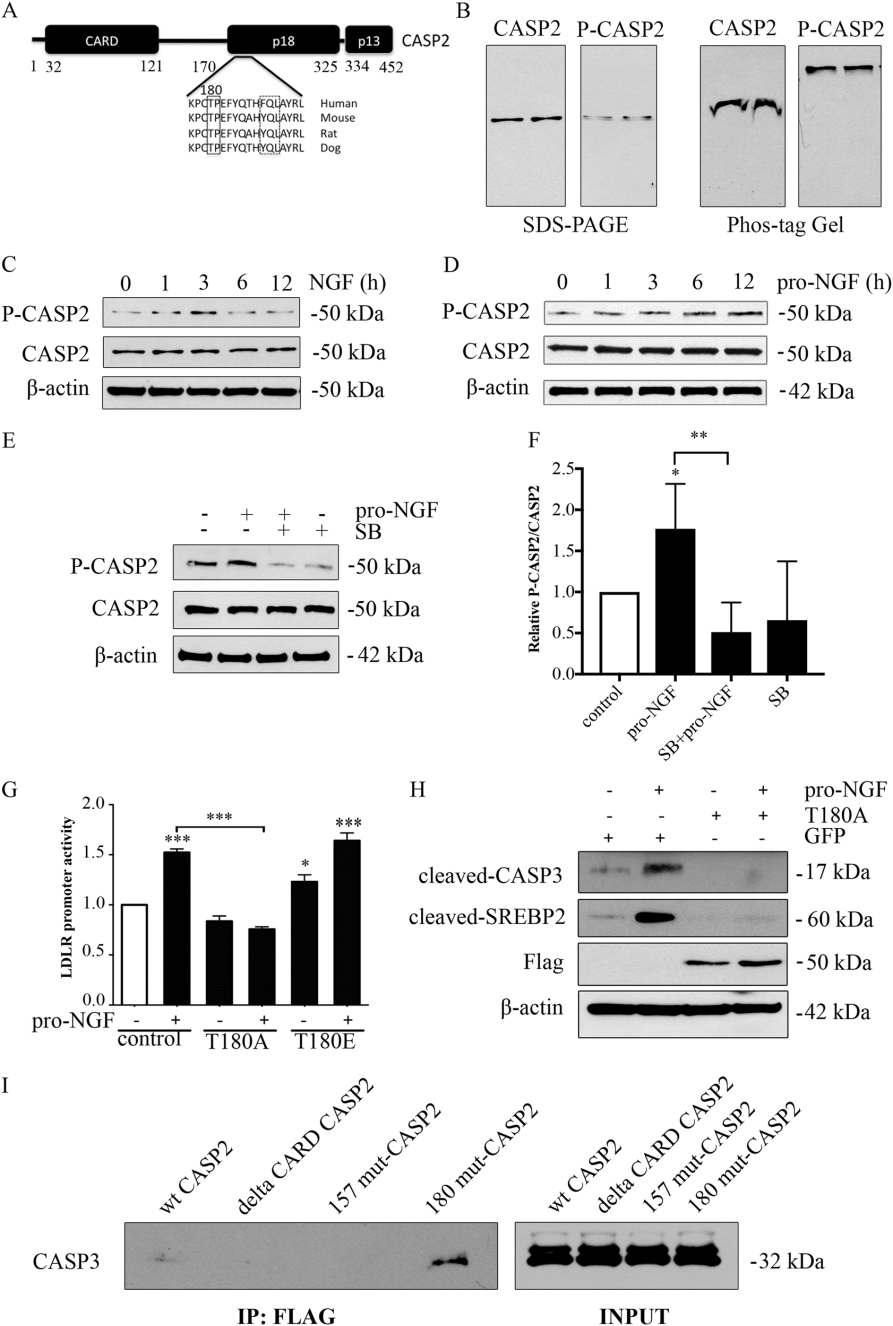
Role of Caspase-2 in p75NTR mediated regulation of SREBP. **a** Structure of human caspase-2 (CASP2) showing the CARD domain and the 18 and 13 kDa caspase subunits. p38 MAPK phosphorylation site at threonine (Thr)180 in CASP2 is conserved among species. The amino acid numbering underlying functional domains in CASP2 is shown. Boxes represent sequence homology among mammalian species. **b** Phosphoprotein retardation was performed as described in Materials and methods. A specific phospho-CASP2 antibody against Thr180 was used in conjunction with an antibody against CASP2, recognizing non-phosphorylated form of the enzyme. Phosphorylated CASP2 migrated slower in the Phos-Tag gel (right) as compared with the protein run on denaturating SDS-PAGE (left). **c**, **d** Huh7 hepatocyte cells were stimulated with 50 ng NGF (**c**) or 10 ng/ml pro-NGF (**d**) for different times followed by immunoblotting using phospho-CASP2 and anti-CASP2 antibodies. β-Actin was used as a control. **e**, **f** Cells were treated with pro-NGF for 6 h in the absence or presence 1 μM of the p38 MAPK inhibitor, SB203580 (SB). **e** Immunoblot and **f** quantification of p-CASP2 levels. SB reduced the increase in p-CASP2 by pro-NGF. Values are means ± SD, *n* = 4. *p < 0.05 for pro-NGF vs. control and **p < 0.01 for SB + pro-NGF vs. pro-NGF. **g** Mutant Flag-Thr180A-CASP2 (T180A) and Flag-Thr180E-CASP2 (T180E) caspase-2 constructs were generated by site-directed mutagenesis and transfected for 24 h into Huh7 cells in conjunction with the LDLR promoter construct to measure gene activity. Control cells expressed EGFP plasmid. Half of the cells was then stimulated with 10 ng/ml pro-NGF for 16 h. Luciferase activity was measured as described and normalized to Renilla readout. Expression of mutant T180A construct inhibited the effect of pro-NGF on LDLR, while the T180E construct increased LDLRs in controls. pro-NGF values are mean ± SD, *n* = 4. ***p < 0.001 for pro-NGF vs. unstimulated controls, and for T180A + pro-NGF vs. pro-NGF. *p < 0.05 for T180E unstimulated vs. controls. **h** Cells transfected with control GFP or mutant T180A-CASP2 construct were further stimulated with 10 ng/ml pro-NGF for 16 h. The amount of cleaved caspase-3 (17 kDa band, CASP3) and of SREBP2 (60 kDa band) was induced by pro-NGF and reduced in the presence of T180A. Expression of T180A construct is shown using anti-Flag antibodies. **i** Cell lysates from wild type and mutant caspase-2-expressing cells were subjected to co-immunoprecipitation (IP) using anti-Flag antibodies as described in Materials and methods. Immunoblotting was done using anti-caspase-3 antibodies. Lane 1, wild-type caspase-2; Lane 2, CARD domain lacking caspase-2 mutant; Lane 3, Ser157A caspase-2 mutant; Lane 4, Thr180A caspase-2 mutant

### LDLR is downregulated and Mylip/Idol are upregulated in p75NTR KO mice

We then investigated whether p75NTR plays a role in SREBP and lipogenic gene expression in vivo. To accomplish this, we compared liver tissue from KO and control mice using qPCR. There were no significant changes in the amount of SREBP2 cleaved in the p75NTR KO mice compared with controls (not shown). In contrast, the expression of LDLRs in the livers of p75NTR KO mice (Fig. 4a) was lower along with an increase in the E3 ubiquitin ligase Mylip/Idol for LDLRs^20,21^ that targets LDLR for degradation (Fig. 4b). The reduced levels of LDLRs in p75NTR KO mice may reflect both a reduction in gene expression and an enhanced degradation of LDLRs secondary to Mylip/Idol.

**Fig. 4:**
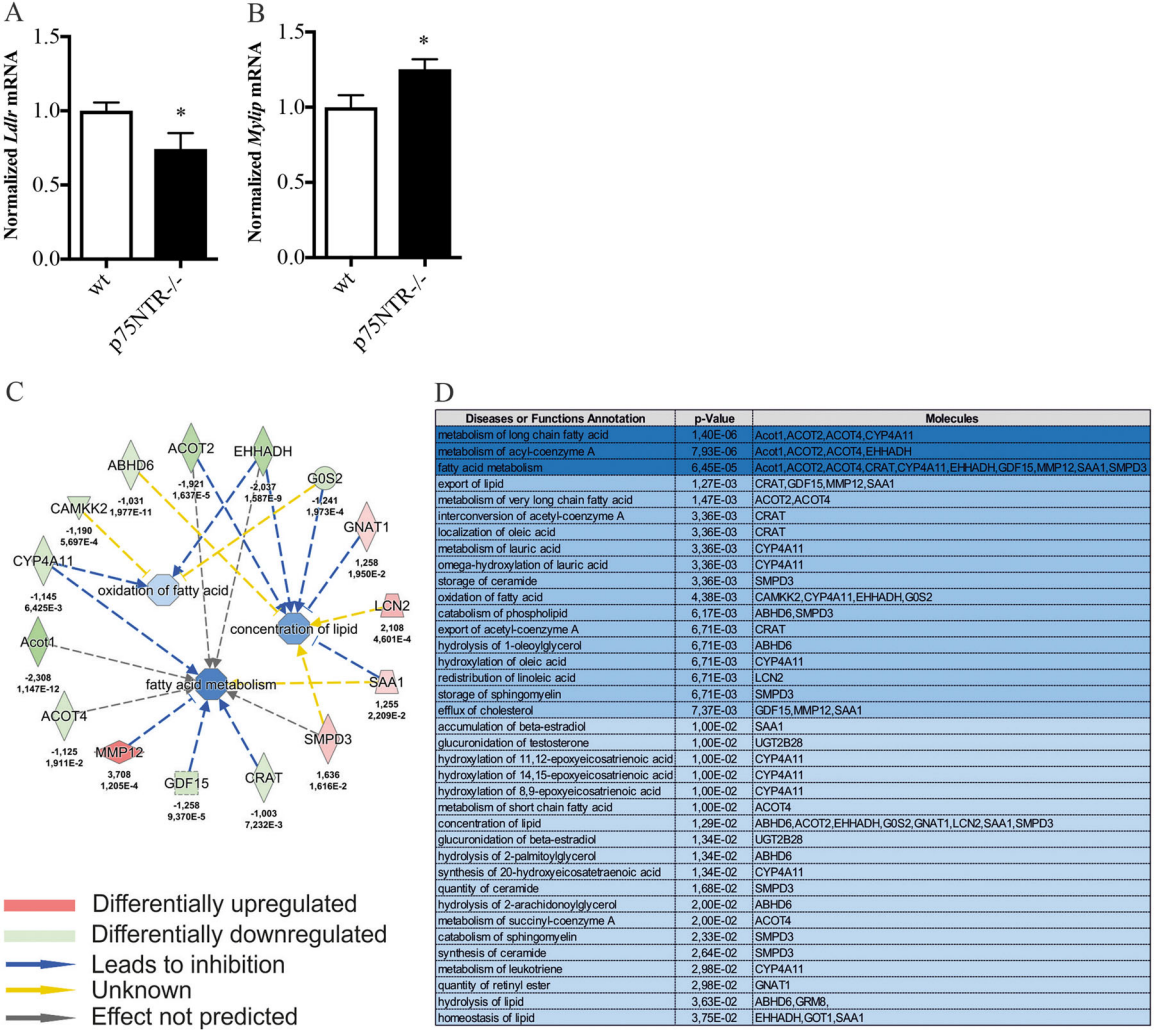
Changes in gene expression in p75NTR gene deleted mouse liver. Gene expression in control and p75NTR knock-out mouse liver was analyzed by qPCR and by using RNA sequencing as described in Materials and methods. **a**, **b** qPCR was done on RNA from wild type (wt) and p75NTR gene-deleted (*−/−*) mouse liver. Results are normalized to *Gapdh* and primers used are shown in Table 2. LDLR expression was reduced in p75NTR-deficient livers compared with controls, while the expression of Mylip/Idol targeting LDLR was increased. Values are mean ± SD, *n* = 3. *p < 0.05 for KO vs. wt liver. **c** RNA-seq followed by Ingenuity Pathway Analyses revealed a network of genes involved in lipid metabolism that are altered in p75NTR-deficient livers compared with controls. Results are expressed as log2 fold changes in expression. The degree of change is indicated with the corresponding adjusted *p* values. The downregulated genes are shown in green and upregulated ones in red. The arrows indicate the directionality of changes in relation to lipid metabolism. The genes shown are: *Acot 1,2,4*, acyl-CoA transferase 1, 2 and 4; *Abhd6*, abhydrolase domain containing 6; *Camkk2*, calcium/calmodulin dependent protein kinase kinase 2; *Cyp4a11*, cytochrome P450 family 4 subfamily A member 11; *Ehhad*, enoyl-CoA hydratase and 3-Hydroxyacyl CoA dehydrogenase; *Crat*, carnitine *O*-acetyltransferase; *Gdf15*, growth differentiation factor 15; *Gnat1*, G protein subunit alpha transducin 1; *Gos2*, G0/G1 switch regulatory protein 2; *Lcn2*, lipocalin 2; *Mmp12*, matrix metallopeptidase-12; *Saa1*, serum amyloid A1; *Smpd3*, sphingomyelin phosphodiesterase 3. **d** Functional annotation of differentially expressed genes between control and p75NTR-deficient mouse liver. An arbitrary cut-off value of 1.5-fold change was used to categorize the genes into functional groups with the adjusted *p* values given in the middle column. Molecules affected are shown in the right column, and their known functions or perturbed pathways are depicted in the left column

### Gene profiling shows distinct changes in p75NTR-deficient mouse liver

To reveal the pattern of liver genes that are altered in p75NTR gene-deleted mice we employed RNA-seq. 

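Bulk liver RNA of mice aged 6 months was sequenced in 6 libraries, 3 from wild-type (WT) mice (replicates 1, 2 and 3) and 3 from p75NTR KO mice (replicates 1, 2 and 4). Ngfr, the gene encoding p75NTR, lies on chromosome 11 of GRCm38 from 95568818 to 95587735, on the minus strand. It had 133, 144 and 78 counts in WT replicates 1, 2 and 3, and 53, 27 and 47 counts in KO replicates 1, 2 and 4. Its level, as CPM (the count scaled by the library's total after TMM normalization), was 3.92 ± 0.964 CPM (SD, n = 3) in WT and 1.37 ± 0.469 CPM (SD, n = 3) in KO. The log2 fold change was -1.51 (standard error 0.34), with an adjusted p = 0.257 from edgeR's quasi-likelihood test and 0.00547 from DESeq2. The allele lacks an exon inside the gene, so reads of the other exons can still be counted in KO livers, and these counts check the genotype labels only in part. The library of KO replicate 4 held 4712 counts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, while the other 5 libraries held 0 to 2. Xist, transcribed from the inactive X chromosome of females, had 16 counts in KO replicate 4 and 6599 to 9554 in the other libraries. The paper's text and the sample labels used here do not name the sex of the mice. In a principal component analysis of all tested genes, the first component held 39.3% of the variance and placed KO replicate 4 at 64.6 and the other libraries between -18.4 and -9.28.

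The authors selected polyadenylated RNA, made directional libraries and sequenced them as single-end reads, trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38.p5 with the GENCODE M12 annotation and counted reads per gene with featureCounts. Whether the counting used the strand is not given in the sources used here, so genes that overlap on opposite strands may share reads. The deposited table holds whole-number counts of 49671 genes. The total counts were 30269474, 31412855 and 27107209 in WT replicates 1, 2 and 3, and 31576768, 32664149 and 29784429 in KO replicates 1, 2 and 4. Each pair of libraries differed by more than the sampling noise (chi-square per degree of freedom of 15.8 to 161), and each was kept as 1 sample. From these counts, the 13773 genes kept by edgeR's filter on low counts were normalized by TMM and compared between KO and WT, with Benjamini-Hochberg adjustment. DESeq2, which the authors used, was run as an alternative. The p-values of these gene tests measure the spread between these samples, and an exact permutation test of 3 against 3 cannot give a p under 0.1. Those of camera, the test of gene lists used below, also depend on the correlation assumed between genes and do not measure that spread alone.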

Differentially expressed genes (DEG) were further annotated and analyzed using bioinformatic tools. 

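In KO livers, Dio1, Vnn1 and Sult5a1 were among the genes with the largest decreases by DESeq2, and Slc41a2, Cxcl1 and S100a9 among those with the largest increases. By edgeR on all libraries none of them passed an adjusted p under 0.05, and the smallest over all genes was 0.0724. On simulated counts DESeq2 made 42 false calls among 158 at that threshold, so some of its calls here may be false. Dio1, the deiodinase that forms active thyroid hormone, had a DESeq2 log2 fold change of -1.47 (standard error 0.18, adjusted p = 3.6e-12). Vnn1, a pantetheinase, had -1.71 (standard error 0.20, adjusted p = 9.8e-15) and the sulfotransferase gene Sult5a1 had -1.87 (standard error 0.28, adjusted p = 3.3e-08) by DESeq2. Among the increases, the DESeq2 log2 fold change was 2.07 (standard error 0.33, adjusted p = 2.2e-07) for Slc41a2, a magnesium transporter, and 1.83 (standard error 0.38, adjusted p = 3.4e-04) for Cxcl1, a chemokine that attracts neutrophils. S100a9, a calcium-binding protein of neutrophils and macrophages, had 1.66 (standard error 0.43, adjusted p = 0.0132), and its edgeR value moved from 1.66 to 1.04 without KO replicate 1. The other genes with the largest increases by DESeq2 were Mmp12, Syne4, Ighg2b, Lcn2, Slc7a4, Fst, Dsg1c, Saa1 and Adam11, which lies 7.19 Mb from Ngfr on chromosome 11, where linked genes can differ by strain. The other largest decreases were those of Gm15441, which overlaps Txnip on the opposite strand, Acot1, Kcnk10, Ugt2b37, Ehhadh, Acot2, Gbp10, Slc16a13 and Ngfr, and the edgeR value of Gbp10 moved from -1.89 to -0.95 without WT replicate 3. These 24 genes were named after the number of calls was seen, by applying to DESeq2's calls the rule fixed for edgeR's.

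At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 of 13773 genes, with 988 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0724. DESeq2 called 82 genes higher and 82 lower in KO, of which 70 and 66 changed at least 1.5-fold, and limma-voom called 1 higher and 4 lower. The 163 DESeq2 calls that edgeR also tested all had the same sign in edgeR. The WT and KO ranges of CPM did not overlap for 12.4% of all genes tested by edgeR, where chance gives 10%. Without KO replicate 4, the library with Y-linked reads, edgeR called 50 genes higher and 64 lower, Dio1, Vnn1 and Sult5a1 among the latter, and 54 of these calls were also made by DESeq2 on all 6 libraries.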

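Among the 15 genes of Fig. 4c, 10 had lower and 5 had higher counts in KO than in WT livers. The WT and KO ranges did not overlap for any of the 15. The study chose these genes as altered in the same libraries, so this separation is not independent evidence. Of DESeq2's 164 calls, 160 had ranges apart as well. Ehhadh, an enzyme of peroxisomal beta-oxidation, lies on chromosome 16 of GRCm38 from 21761287 to 21787807. Its level was 1396 ± 201 CPM (SD, n = 3) in WT and 338 ± 85.3 CPM (SD, n = 3) in KO, a log2 fold change of -2.05 (standard error 0.21, adjusted p = 0.0724 by edgeR and 2.6e-21 by DESeq2). Acot1, which hydrolyses acyl-CoA in the cytosol, lies on chromosome 12 of GRCm38 from 84009490 to 84018371 in a cluster with Acot2, Acot3 and Acot4, near-identical genes that may share reads. Its level was 243 ± 67.4 CPM (SD, n = 3) in WT and 48.7 ± 19.5 CPM (SD, n = 3) in KO, a log2 fold change of -2.32 (standard error 0.32, adjusted p = 0.105 by edgeR and 6.9e-15 by DESeq2). Abhd6, a monoacylglycerol lipase, had a log2 fold change of -1.04 (standard error 0.12, adjusted p = 0.0724 by edgeR and 5.6e-08 by DESeq2). For Gdf15, a stress-induced hormone, it was -1.26 (standard error 0.20, adjusted p = 0.140 by edgeR and 7.8e-05 by DESeq2). The KO level of Camkk2, a kinase upstream of AMPK, was 0.436 times the WT level (adjusted p = 0.129 by edgeR and 2.1e-06 by DESeq2). Acot2 and Acot4 had log2 fold changes of -1.93 and -1.13, and Crat, which makes acetylcarnitine, -1.01. Cyp4a10, taken here for the human name CYP4A11, had -1.44; of its relatives, with which it may share reads, Cyp4a31 had -1.15 and Cyp4a32, which went the other way, 0.78 (0.48 without KO replicate 4). Of the genes with higher counts, Gnat1, a transducin subunit, had 1.26 and Lcn2, which binds siderophores, 2.12. Smpd3, a neutral sphingomyelinase, had 1.65 (adjusted p = 0.134 by DESeq2), or 2.40 without WT replicate 3. Crat, Smpd3 and Mmp12 overlap Dolpp1, Prmt7 and Mmp1b on the opposite strand and may share their reads.

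Over all genes tested, 0 of the 15 passed an adjusted p under 0.05 by edgeR, although all 15 had an unadjusted p under 0.05, and 14 passed by DESeq2. Adjusted over the list alone, 10 were lower and 5 higher by edgeR, which is not independent evidence because the study chose these genes on the same samples. With KO replicate 4 left out, 11 of them passed over all genes by edgeR. The median log2 fold change was -1.13 (adjusted p = 6.8e-11 by camera with a preset correlation of 0.01, and adjusted p = 0.151 with an estimated correlation).

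**Figure D1:**
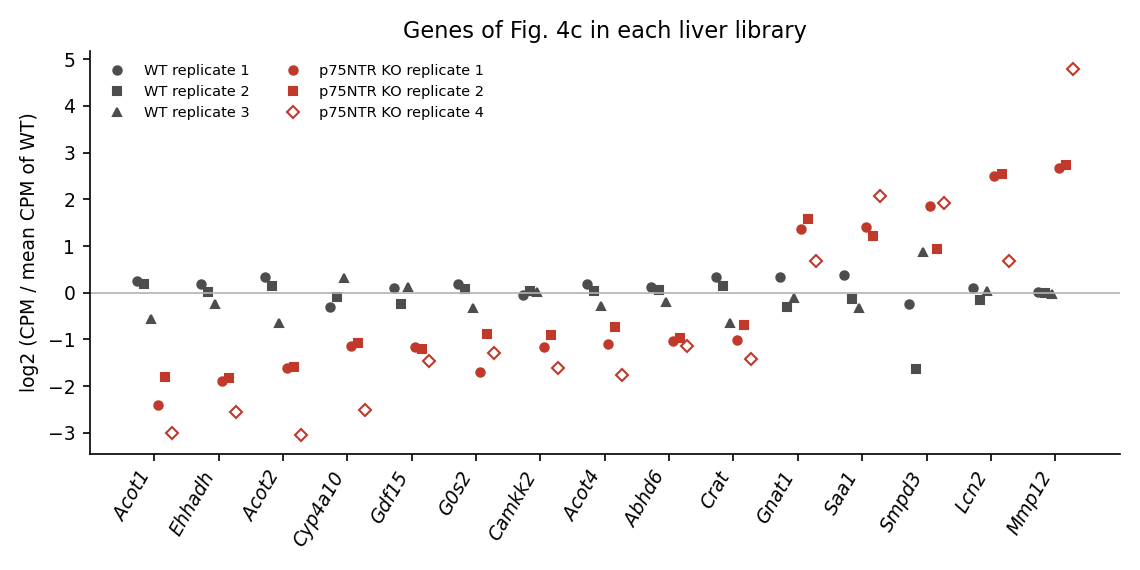
Level of the 15 genes in each liver library, as the log2 of CPM over the mean CPM of the 3 WT libraries. Grey symbols are WT and red symbols are p75NTR KO libraries, with KO replicate 4 as open diamonds, and the 15 genes run from the most decreased to the most increased.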

Figure 4c shows a number of DEG in p75NTR KO livers, with the degree of relative change and *p*-adjusted values indicated. The DEG encode proteins linked to the regulation of lipid metabolism, including oxidation and metabolism of fatty acids, and the concentration and synthesis of lipids (Fig. 4c). 

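Of 20 genes of peroxisomal beta-oxidation, 16 had lower and 4 had higher values in KO than in WT livers (median log2 fold change -0.42, adjusted p = 1.3e-11 by camera and adjusted p = 0.0522 with an estimated correlation). Adjusted over the list alone, 12 of them were lower and 1, the bile acid oxidase gene Acox2, was higher by edgeR. Of 18 genes of mitochondrial beta-oxidation, 17 had lower values (median log2 fold change -0.32, adjusted p = 6.2e-09 by camera and adjusted p = 0.151 with an estimated correlation), and 8 were lower and 0 higher when adjusted over the list alone. Acsl1, which activates fatty acids to acyl-CoA, had -0.58 (standard error 0.11, adjusted p = 0.198 by edgeR and 0.00317 by DESeq2), and Acaa2, a thiolase, had -0.22 (adjusted p = 0.787 by edgeR). Of 12 acyl-CoA thioesterases, which release free fatty acids from acyl-CoA, 8 had lower values (median log2 fold change -0.45, adjusted p = 3.2e-09 by camera and adjusted p = 0.151 with an estimated correlation; median -0.17 with no filter on low counts), and 6 were lower and 0 higher when adjusted over the list alone. Acot3, which may share reads with Acot1, Acot2 and Acot4, had -1.62 (adjusted p = 0.569 by edgeR), or -1.14 (adjusted p = 0.0139) without KO replicate 4, and Acot12 had -0.32 (standard error 0.11). All 4 genes of ketogenesis had lower values (median log2 fold change -0.54, adjusted p = 1.4e-04 by camera and adjusted p = 0.228 with an estimated correlation), and 3 were lower when adjusted over the list alone. Acat1, a thiolase that acts in ketogenesis, had -0.56 (standard error 0.13, adjusted p = 0.249 by edgeR and 0.0131 by DESeq2). Over all genes, edgeR called 0 members of these 4 lists, while 13, 11, 7 and 3 members had an unadjusted p under 0.05 in the order given and DESeq2 called 5, 6, 3 and 3 lower. Acox2 was named after its value was seen. The lists of peroxisomal beta-oxidation and thioesterases hold genes of Fig. 4c, such as Ehhadh and Acot1, and are not independent of it.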

The expression of lipid-associated genes was generally downregulated in p75NTR-deficient livers as compared with controls as shown in Fig. 4c, d. In addition, we observed increases in genes encoding enzymes involved in biosynthesis of specific classes of lipids, such as that for steroids Hydroxy-delta-5 steroid dehydrogenase (*HSD3B1*), and that for ceramide Serine palmitoyl transferase (*SPTSSB)* (not listed in Fig. 4). In contrast, other genes, such as those encoding Matrix metallopeptidase-12 (*MMP12*) and Serum amyloid-A1 (*SAA1*), were increased in the p75NTR KO mice compared with controls (Fig. 4c).

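Targets of PPAR-alpha, the nuclear receptor that drives fatty acid oxidation in the liver, were lower as a group in KO livers. The list holds Acot1, Acot2, Acot4, Cyp4a10, Ehhadh, Crat and G0s2 of Fig. 4c, so it is not independent of that figure. Of 41 targets tested, 40 had a negative log2 fold change, with a median of -0.66 (adjusted p = 3.2e-47 by camera, and adjusted p = 0.0565 with an estimated correlation). Adjusted over the list alone, 29 were lower and 0 higher by edgeR; over all genes edgeR called 0 of them, 30 had an unadjusted p under 0.05, and DESeq2 called 20 lower. Fabp1, the fatty acid-binding protein of hepatocytes, had a level of 4586 ± 114 CPM (SD, n = 3) in WT and 2798 ± 932 CPM (SD, n = 3) in KO, a log2 fold change of -0.71 (standard error 0.23, adjusted p = 0.528 by edgeR and 0.0761 by DESeq2), or -0.45 without KO replicate 1. Cyp4a14, a fatty acid omega-hydroxylase, had -1.27 (standard error 0.63, adjusted p = 0.766 by edgeR), and it may share reads with its Cyp4a paralogs. Relative to the WT mean, the median of the targets was -0.72, -0.51 and -0.69 on the log2 scale in KO replicates 1, 2 and 4, and between -0.10 and 0.11 in the WT libraries. With KO replicate 4, the library with Y-linked reads, left out, edgeR called 11 of the targets lower over all genes, and Cyp4a14 had -0.76 (adjusted p = 0.0225 by edgeR). From the network of differentially expressed genes in Fig. 4c and their functional annotation in Fig. 4d, the paper states that lipid-associated genes were mostly lower in p75NTR-deficient livers.

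**Figure D2:**
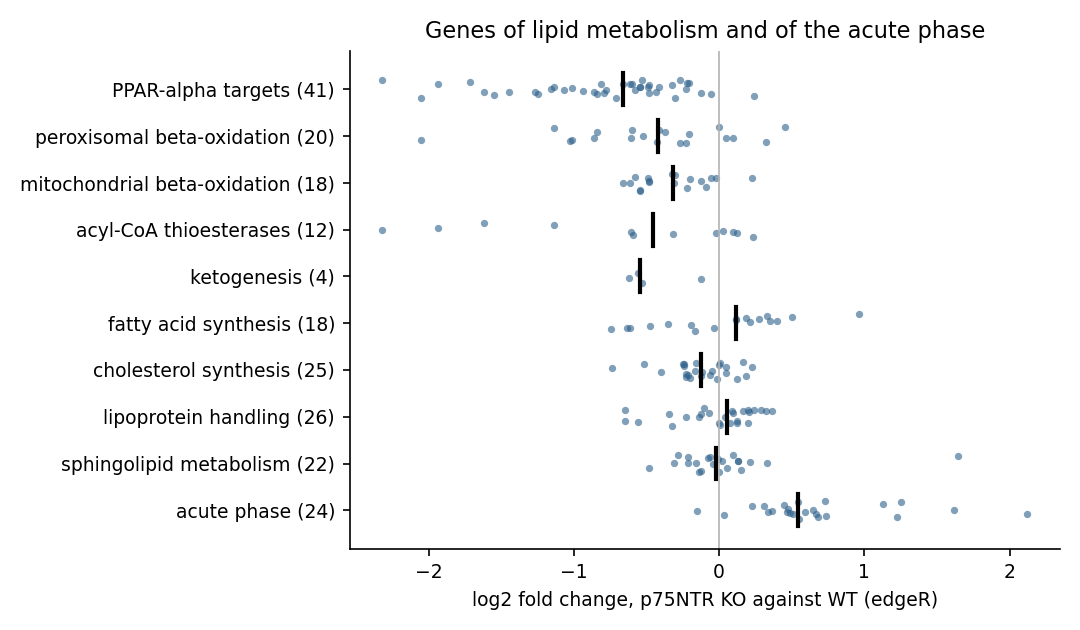
Log2 fold change between p75NTR KO and WT livers for each tested gene of 10 lists, by edgeR, with the number of genes in parentheses. Each point is 1 gene and each black bar is the median of a list, which is -0.66 for the PPAR-alpha targets and 0.55 for the genes of the acute phase.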

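Hsd3b1, which converts pregnenolone-type steroids to their 3-keto forms, and Sptssb, a small subunit of serine palmitoyltransferase, had few counts in these livers. They are taken here for the human symbols HSD3B1 and SPTSSB. Hsd3b1 lies on chromosome 3 of GRCm38 from 98852194 to 98859794 and had 12, 6 and 22 counts in WT replicates 1, 2 and 3, and 0, 2 and 0 in KO replicates 1, 2 and 4. Scaled by library totals, its count was 21.2 times higher in WT than in KO, with a 95% counting interval from 5.49 to 181 that covers counting error only. It was 13.7 times (interval 3.28 to 122) without WT replicate 3, 14.1 times (3.65 to 120.1) without KO replicate 1 and at least 9.21-fold without KO replicate 2, where the KO count is 0. Sptssb lies on chromosome 3 of GRCm38 from 69819542 to 69859940 and had 2, 1 and 8 counts in WT and 0 in every KO library. It was at least 3.88-fold higher in WT than in KO, with a floor of 3 counts over the KO group, and at least 2.58-fold and 2.53-fold without KO replicates 1 and 2 in turn. Without WT replicate 3, 3 WT counts are left, which is the floor itself, so no fold can be given. Both genes fell below edgeR's filter on low counts; with no filter, their adjusted p was 0.112 and 0.572 by edgeR. Of 22 genes of sphingolipid metabolism tested by edgeR, 10 had positive and 12 negative log2 fold changes and 0 passed over all genes or when adjusted over the list alone, with 3 at an unadjusted p under 0.05 and 0 called by DESeq2 (median -0.02, adjusted p = 0.875 by camera; 0.02 without KO replicate 1). Cers2, the main ceramide synthase of the liver, had a log2 fold change of 0.15 (standard error 0.11, adjusted p = 0.890 by edgeR), or 0.09 without KO replicate 4. Of 4 steroid dehydrogenases of the Hsd3b family tested, whose members may share reads, 0 passed over all genes or when adjusted over the list alone by edgeR, with 1, Hsd3b5, at an unadjusted p under 0.05 and 0 called by DESeq2, which gave Hsd3b5 no adjusted p (median 0.68, adjusted p = 0.464 by camera). Hsd3b5, a gene expressed mainly in male liver, had 6480 counts in KO replicate 4 and 0 to 63 in the other libraries. The median of this list was -0.29 over the 5 genes tested without KO replicate 4, the library with Y-linked reads (adjusted p = 0.0206 by camera, and adjusted p = 0.289 with an estimated correlation).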

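Mmp12, a macrophage elastase, and Saa1, an acute phase protein carried on lipoproteins, had higher counts in every KO liver than in any WT liver. Mmp12 lies on chromosome 9 of GRCm38 from 7344381 to 7369499. Its level was 0.257 ± 0.00311 CPM (SD, n = 3) in WT and 3.48 ± 3.13 CPM (SD, n = 3) in KO, a log2 fold change of 3.74 (standard error 0.68, adjusted p = 0.187 by edgeR and 3.8e-07 by DESeq2). Without KO replicate 4, which has Y-linked reads, the Mmp12 value was 2.69 (adjusted p = 0.0343 by edgeR). Saa1 lies on chromosome 7 of GRCm38 from 46740497 to 46742980 and had 17.3 ± 4.50 CPM (SD, n = 3) in WT and 53.1 ± 17.6 CPM (SD, n = 3) in KO, a log2 fold change of 1.62 (standard error 0.26, adjusted p = 0.140 by edgeR and 3.3e-08 by DESeq2), and it may share reads with its close paralog Saa2. In the other 5 libraries, the adjusted p of Saa1 was 0.0258 and that of Fga, a fibrinogen chain, 0.0311 by edgeR. Of 24 genes of the acute phase, the liver's response to inflammatory cytokines, 23 had a positive log2 fold change, with a median of 0.55 (adjusted p = 1.2e-19 by camera, and adjusted p = 0.0522 with an estimated correlation). The list holds Saa1 and Lcn2 of Fig. 4c, so it is not independent of that figure. Adjusted over the list alone, 17 were higher and 0 lower; over all genes, edgeR called 0, 18 had an unadjusted p under 0.05 and DESeq2 called 10 higher. Fga and Fgb, another fibrinogen chain, had log2 fold changes of 0.65 (standard error 0.10, adjusted p = 3.3e-05 by DESeq2) and 0.49 (standard error 0.10, adjusted p = 0.00692 by DESeq2). Among 9 markers of lipid-associated and recruited macrophages, Mmp12 and Gpnmb were higher when adjusted over the list alone (median 0.77, adjusted p = 6.3e-05 by camera and adjusted p = 0.151 with an estimated correlation), and Mmp12 was called by DESeq2 over all genes. The median of these markers was 0.30 without KO replicate 4, and Gpnmb, named after its value was seen, then had 1.38 in place of 2.54 (adjusted p = 0.191 by edgeR, adjusted over the list alone).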

### Lipid-associated genes are altered in human hepatocyte cells lacking p75NTR

To demonstrate whether the identified genes are similarly affected in human cells, we downregulated p75NTR in human Huh7 hepatocyte cells using the CRISPR/Cas9 method (Fig. 5a). qPCR showed that genes for *SPTSSB* and *ACOT*, linked to level of free fatty acid and acyl-Coenzyme A, were downregulated in their expression in p75NTR-deficient Huh7 cells as compared with controls (Fig. 5b, c), along with 3-hydroxy-3-methylglutaryl coenzyme A synthase (*HMGCS1*) that was twofold downregulated in these cells (Fig. 5d). This suggests that p75NTR signaling most likely influences the mevalonate pathway in cholesterol biosynthesis in these cells.

**Fig. 5:**
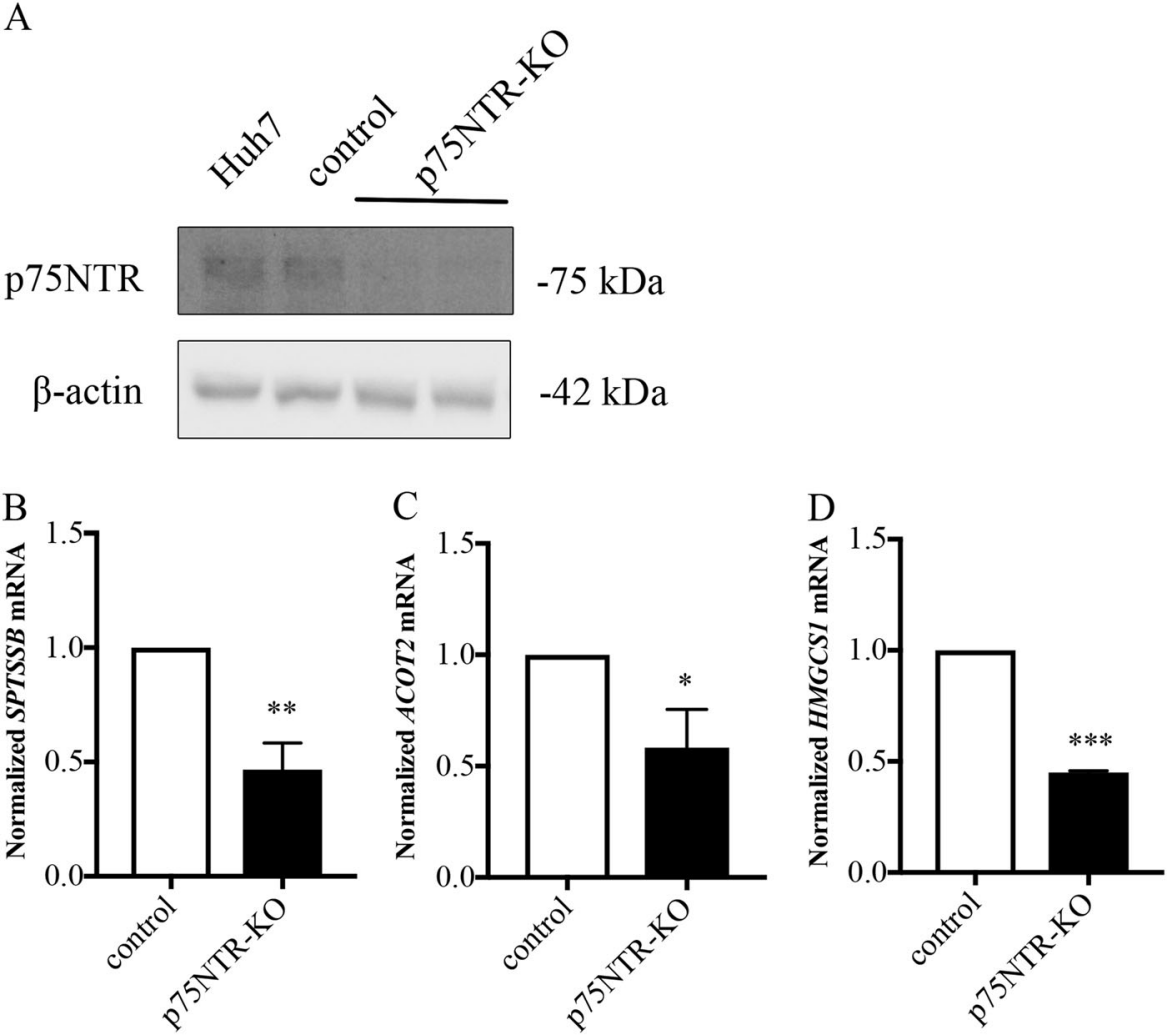
Downregulation of p75NTR by CRISPR/Cas9 in Huh7 cells. The p75NTR gene was inactivated in Huh7 cells by using the CRISPR/Cas9 method as described in Materials and methods. **a** Immunoblot demonstrates a lack of expression of p75NTR in these cells. Genes involved in regulation of lipid metabolism were analyzed using qPCR (**b**–**d**). Primers are shown in Table 3. The gene expression was normalized to *GAPDH* and controls set to 1. Values are mean ± SD, *n* = 3. **p < 0.001 or **p < 0.01 for KO cells vs. controls. **b** Serine palmitoyl transferase (*SPTSSB*). **c** Acyl CoA transferase 2 (*ACOT2*). **d** 3-hydroxy-3-methylglutaryl coenzyme A synthase (*HMGCS1*)

To corroborate these findings, we stimulated Huh7 cells with NGF or pro-NGF based on the assumption that the downregulated genes in the p75NTR-deficient cells would be upregulated by the neurotrophins. The expression of *HSD3B1* and *SPTSSB* was increased in Huh7 cells by NGF (Fig. 6a, e), whereas that of *ACOT2* was elevated largely by pro-NGF (Fig. 6c). The expression of the cluster of differentiation 36 (*CD36*) involved in fatty acid uptake and metabolism was also increased by pro-NGF (Fig. 6f). Likewise, the expression of the endocrine growth factor, *FGF21* influencing lipid metabolism was increased by NGF in Huh7 cells (Fig. 6g). Moreover, the expression of caspase-2 involved in p75NTR signaling was elevated by the neurotrophins in the Huh7 cells both at the RNA and protein levels (Fig. 6h–j). In contrast, other genes such as those for *ACC1, SCD1*, and *FASN* showed no statistically significant changes in NGF or pro-NGF-treated Huh7 cells (not shown). To assess whether the neurotrophin-mediated increases in lipidogenic genes involved p38 MAPK signaling, we employed the inhibitor, SB203580 (SB), which blocked the increase in *HSD3B1* brought about by NGF (Fig. 6b). In contrast, SB slightly increased the basal expression of *ACOT2* in Huh7 cells and did not further affect the pro-NGF mediated increase of this gene (Fig. 6d). Taken together, these results show that modulation of p75NTR signaling can influence a network of lipid-associated genes in Huh7 cells in a complex fashion with involvement of p38 MAPK and possibly also other signaling mediators requiring further studies.

**Fig. 6:**
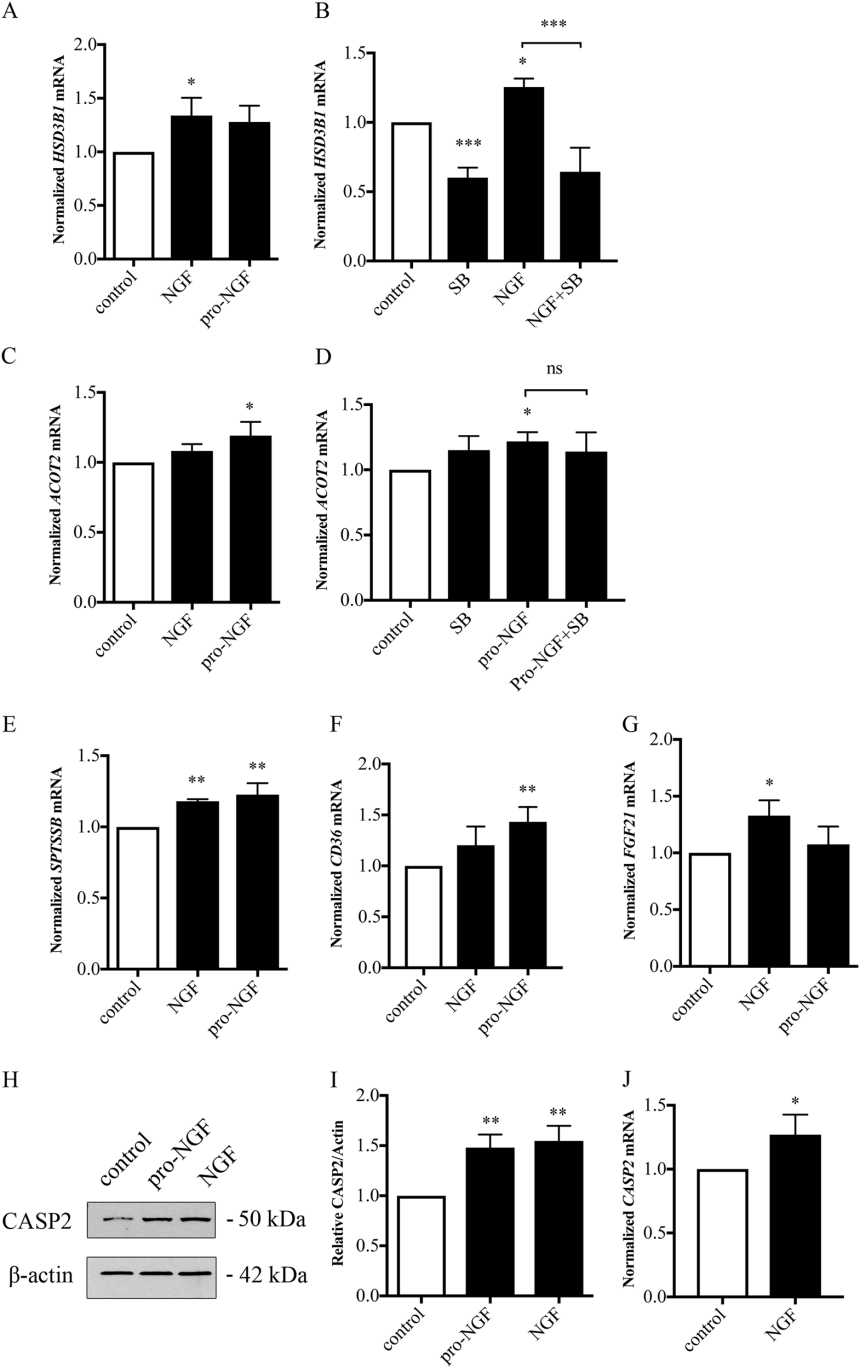
Effect of p75NTR stimulation on lipid-associated genes in Huh7 cells. Huh7 cells were stimulated with 100 ng/ml NGF or 20 ng/ml pro-NGF for 48 h, and the expression of lipid-associated genes was analyzed by qPCR. Primers are shown in Table 2. Results were normalized to *GAPDH* and controls set to 1. Values are mean ± SD, *n* = 3-4. ***p < 0.001, **p < 0.01, or *p < 0.05 for treated cells vs. corresponding controls. **a** Hydroxy-delta-5 steroid dehydrogenase (*HSD3B1*) and **b** in the presence of 1 μM inhibitor, SB203580 (SB). **c** Acyl CoA transferase 2 (*ACOT2*) and **d** in the presence of 1 μM SB. **e** Serine palmitoyl transferase (*SPTSSB*). **f** Cluster of differentiation (*CD36*). **g** Fibroblast growth factor-21 (*FGF21*). **h**–**j** Immunoblots (**h**) with quantification (**i**) showed an increase in caspase-2 (CASP2) expression level by NGF and pro-NGF. **j** qPCR analysis for pro-NGF demonstrated an increase in caspase-2 expression. Values are mean ± SD, *n* = 3. **p < 0.01 or *p < 0.05 for treated cells vs. controls

### Serum lipid levels in p75NTR gene-deleted mice

To investigate whether the changes observed in lipogenic genes in the p75NTR KO mice may affect circulating lipids, we measured serum cholesterol and triglycerides levels. In the homozygous p75NTR-deficient mice the serum levels of cholesterol and triglyceride were significantly reduced compared with controls. However, in the heterozygous p75NTR mice, there was no clear reduction in serum cholesterol showing that the complete absence of this receptor is required for the effects to be discernible (Table 1).

**Table 1:** Serum levels of cholesterol and triglycerides in wild type and p75NTR-deficient mice

Serum	Wildtype (wt), *n* = 7	Heterozygous, *n* = 6	Homozygous (KO), *n* = 11	Difference KO vs. wt, *p*-value
Cholesterol (mmol/l)	3.77 ± 0.84	3.50 ± 0.53	2.91 ± 0.48	*p* = 0.026
Triglyceride (mmol/l)	1.82 ± 0.44	1.51 ± 0.44,50	1.30 ± 0.36	*p* = 0.044

Serum lipid levels were determined as described in Materials and methods. Statistical analysis was done using one-way ANOVA and Bonferroni post hoc test, and using the SPSS program. *P* values <0.05 were considered statistically significant

## Discussion

The pathogenesis of fatty liver is a complex process affected by several factors, such as dietary lipids and sugars, various hormones and cytokines, tissue inflammation, oxidative and ER stress^2–5^, as well as genetic factors^22^. In this work, we provide evidence that the neurotrophins, NGF and its pro-form, pro-NGF are increased in fatty liver that also express the common neurotrophin receptor, p75NTR. In humans, an increase in blood levels of NGF is associated with obesity and the metabolic syndrome in women, but the mechanisms remain unclear^12^. We demonstrate here that deletion of p75NTR influences a network of liver genes involved in lipid synthesis and metabolism. These findings add to the known functions of neurotrophins in influencing the neuronal development, survival, and cell differentiation of the nervous system^23,24^. Moreover, we show here that caspases, particularly caspase-2 plays are important for p75NTR signaling, and in the regulation of SREBP2 cleavage leading to a significant increase in expression of lipid genes.

### NGF and p75NTRs in liver diseases and inflammation

NGF is a classical neurotrophic factor that interacts with the high-affinity tyrosine kinase receptor, TrkA expressed by nerve cells but that can also bind to p75NTR. In contrast, pro-NGF binds preferentially to p75NTR, thereby activating signal pathways partly different from those of TrkA^9,10^. We observed that liver cells express mainly the p75NTR that is in accordance with previous studies showing expression of p75NTRs in various peripheral organs, including muscle and adipocyte tissue^6,25,26^.

The presence of NGF in serum from patients with inflammatory diseases was previously determined by a sensitive enzyme immunoassay^27,28^. In the liver, NGF is localized to hepatocytes and Kupffer cells (liver macrophages). In line with this, NGF is synthesized by macrophages after nerve injury^29^. In control liver, the levels of NGF levels are low but are increased in hepatocarcinoma^30^, signifying its role in tumor cell survival or proliferation. NGF is also upregulated in cholestatic livers and protects hepatocytes against oxidative stress^13^. NGF and pro-NGF levels were increased in fatty livers of leptin-deficient *ob/ob* mice^8^, and as shown here also in *db/db* mice that lack the leptin receptor (Fig. 1). In addition, p75NTR was expressed in the fatty liver, suggesting a role of p75NTR signaling in lipid metabolism. We have recently reported that stimulation of p75NTRs by NGF influenced SREBP, LDRL levels, and lipoprotein uptake in Huh7 cells^8^.

### Regulation of SREBP pathway by caspases

Cellular caspases play an important role in regulation of SREBP2 and LDLR expression downstream of p75NTR signaling. Particularly, p38 MAPK was activated by NGF/pro-NGF leading to an increased phosphorylation of caspase-2 (Fig. 2). A change in the phosphorylation of caspase-2 likely affects its binding of other molecules, such as caspase-3. Along with this, we previously reported that the caspase-2/caspase-3 interaction was reduced upon activation of p38 MAPK by p75NTR^8^. In SREBP2, there is a caspase-3 cleavage site at amino acid 468 in the cytosolic part of SREBP2 with all domains required for its activity as a transcription factor. NGF can increase LDLR expression in Huh7 cells that depend on SREBP2 and functional SRE-binding elements in the LDLR promoter^8^. Using the compound, PF429242 (ref. ^18^), we obtained evidence that the caspase-3 induced SREBP cleavage is distinct from the S1P/S2P pathway activated by the low cell cholesterol level. However, it is likely that the p75NTR-mediated pathway for SREBP regulation may functionally interact with the classical one, particularly under cell stress conditions and after lipid accumulation such as in fatty liver. Regarding the cellular site of SREBP2 activation, it has been shown that a fraction of caspase-2 in the cells is located adjacent to the Golgi compartment^8,31^. This finding suggests that the caspase-3-induced cleavage of SREBP2 may preferentially occur at this intracellular site following phosphorylation of caspase-2 by p38 MAPK.

### Caspase-2 in lipid metabolism

Caspase-2 is an upstream caspase, which can be activated following cell stress and by some other conditions^32–34^. Caspase-2 has several functions in the cell and among others can influence tumor cells^33,35^, and metabolic pathways including those linked to lipid metabolism^2,4,36^. The promoter region of mouse *caspase-2* gene contains binding sites for SREBP2, and the enzyme can modulate the effects of SREBP2 on lipogenic gene expression^37^. We observed that human caspase-2 expression was increased by NGF/pro-NGF in Huh7 cells, implying a feed-forward loop involving caspase-2 in modulation of SREBP2 and lipid gene expression. Caspase-2 can also directly cleave the enzyme S1P leading to an activation of SREBP1/2 in the ER membrane under conditions of fatty liver^38^. We show here that the pro-NGF-mediated cleavage of SREBP2 occurred also in the presence of PF-429242 inhibiting the S1P enzyme (Fig. 2). Together, these emphasize the complex mode of SREBP regulation under normal and diseases conditions.

We show here that caspase-2 is phosphorylated in Huh7 cells at a novel Thr180 site, in the large subunit contributing to the regulation of SREBP2. Previous studies performed in oocytes showed that caspase-2 can be phosphorylated at serine residue 340 in the linker region, resulting in attenuation of caspase-2 activity in cell death^32^. Likewise, phosphorylation of serine 157 in caspase-2 influenced its function in caspase-8-mediated apoptosis^39^. We observed that the S157A mutant did not bind to caspase-3, in contrast to the Thr180A mutant or to wild-type caspase-2. It remains to be shown whether there is an interplay between phosphorylation of different residues in caspase-2 and whether that of Thr180 may affect other activities ascribed to caspase-2 (refs. ^33,34^).

### RNA-seq analyses of genes altered in p75NTR-deficient livers

In addition to SREBP2 (ref. ^8^), we observed that SREBP1 was cleaved by pro-NGF. This suggests that several genes influenced by the SREBP transcription factors can likely be targets for the action of p75NTR signaling in liver. 

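Genes that SREBP transcription factors activate had log2 fold changes of both signs in p75NTR KO livers. Srebf1 and Srebf2, which encode the SREBPs, had log2 fold changes of 0.35 (standard error 0.27, adjusted p = 0.890 by edgeR) and 0.01 (standard error 0.18, adjusted p = 0.998 by edgeR). Fasn, the fatty acid synthase, had 249 ± 52.2 CPM (SD, n = 3) in WT and 302 ± 159.5 CPM (SD, n = 3) in KO, a log2 fold change of 0.28 (standard error 0.36, adjusted p = 0.943 by edgeR). Scd1, a fatty acid desaturase, had 0.50 (standard error 0.63) and Acaca, which makes malonyl-CoA, had 0.12 (standard error 0.28). Hmgcs1, an enzyme of the mevalonate pathway, had -0.74 (standard error 0.37, adjusted p = 0.781 by edgeR). Of 18 genes of fatty acid synthesis, 10 had positive and 8 negative values (median 0.12, adjusted p = 0.852 by camera and adjusted p = 0.956 with an estimated correlation), and of 25 genes of cholesterol synthesis, 8 had positive and 17 negative values (median -0.12, adjusted p = 0.0800 by camera and adjusted p = 0.817 with an estimated correlation). By edgeR, 0 members of either list passed over all genes or when adjusted over the list alone, with 1 member of each at an unadjusted p under 0.05, and DESeq2 called 0.

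Leaving out single libraries changed the sign of both medians. Without KO replicate 4, which has Y-linked reads, the median of fatty acid synthesis was -0.20 (adjusted p = 0.00283 by camera) and that of cholesterol synthesis -0.31 (adjusted p = 0.00283 by camera). With an estimated correlation, tried with 1 library left out only after the data were seen, these adjusted p-values were 0.651 and 0.733. Without that library, Fasn and Acaca were -0.18 and -0.17, and Acaca was -0.02 without WT replicate 3, 0.31 without WT replicate 1 and 0.37 without KO replicate 1. Fasn was 0.12 without WT replicate 2 and 0.61 without KO replicate 1. Hmgcs1 was -0.35 without WT replicate 3 and -0.43 without KO replicate 1. Scd1 was 0.75, 0.80, 0.07, 0.92 and 0.03 without WT replicates 1, 2 and 3 and KO replicates 1 and 4, each left out alone. Srebf1 was 0.15, 0.69 and 0.15 without WT replicate 2, WT replicate 3 and KO replicate 4. Srebf2 was -0.02, -0.06 and -0.20 without WT replicate 1, WT replicate 2 and KO replicate 2. It was 0.12, 0.16 and 0.07 without WT replicate 3, KO replicate 1 and KO replicate 4. Without KO replicate 1, the medians of fatty acid and cholesterol synthesis were 0.33 (adjusted p = 0.00115 by camera) and 0.15 (adjusted p = 0.0132 by camera), with adjusted p = 0.532 and 0.594 with an estimated correlation. The median of cholesterol synthesis lay just above 0 without WT replicate 3, and was -0.25 without WT replicate 2 (adjusted p = 8.56e-04 by camera) and -0.24 without KO replicate 2 (adjusted p = 1.5e-04 by camera); with an estimated correlation these were 0.675 and 0.634. In the order KO replicates 1, 2 and 4, the median relative to the WT mean was -0.59, 0.12 and 0.56 on the log2 scale for fatty acid synthesis and -0.87, 0.16 and 0.12 for cholesterol synthesis. The WT libraries, in the order 1, 2 and 3, had 0.24, -0.07 and -0.14, and 0.04, -0.34 and 0.28.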

In line with this, gene profiling using RNA-seq demonstrated that many lipid-associated genes were differentially expressed in control and p75NTR-deficient mouse livers, and several have been linked to the SREBP pathway^15^. Bioinformatic analyses revealed that DEG encode proteins forming functional networks involved in the uptake (LDLR), storage, and oxidation (Acot1, Acot-2, Acot-4, Ehhadh) of various lipids in the cell. 

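For lipid uptake, the fatty acid transporter gene Cd36 had a log2 fold change of -0.60 (standard error 0.22, adjusted p = 0.622 by edgeR and 0.231 by DESeq2), or -0.36 without KO replicate 4, the library with Y-linked reads. Mylip, a ubiquitin ligase, had 15.8 ± 0.433 CPM (SD, n = 3) in WT and 18.2 ± 2.64 CPM (SD, n = 3) in KO, a log2 fold change of 0.20 (standard error 0.14, adjusted p = 0.864 by edgeR), or 0.09 without KO replicate 2. For storage, G0s2, an inhibitor of the lipase ATGL in lipid droplets, had 165 ± 29.4 CPM (SD, n = 3) in WT and 69.5 ± 19.5 CPM (SD, n = 3) in KO, a log2 fold change of -1.25 (standard error 0.22, adjusted p = 0.161 by edgeR and 2.1e-06 by DESeq2), and it overlaps Lamb3 on the opposite strand. Of 26 genes of lipoprotein handling, 15 had positive and 11 negative values, and 0 passed over all genes or when adjusted over the list alone by edgeR, with 4 at an unadjusted p under 0.05 and 0 called by DESeq2 over all genes (median 0.06, adjusted p = 0.8001 by camera). Apoe and Apoa1, apolipoproteins made in large amounts by hepatocytes, had log2 fold changes of 0.09 (standard error 0.11) and 0.20 (standard error 0.17). With 1 library left out, Apoe lay between 0.02 (without KO replicate 1) and 0.17 (without KO replicate 4), and Apoa1 between 0.06 (without KO replicate 2) and 0.38 (without KO replicate 1).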

Data obtained confirmed that these genes were also downregulated in p75NTR-deficient Huh7 cells pointing to a similar gene regulation in mouse and human cells by p75NTR signaling. The downregulated genes in Huh7 p75-deficient cells included *SPTSSB, ACOT2*, and *HMGCS1* as shown by qPCR (Fig. 5). SPTSSB is a key enzyme in ceramide biosynthesis, while HMGCS1 in the mevalonate pathway for cholesterol biosynthesis. To study whether the lipidogenic genes are directly modulated by the neurotrophins, the Huh7 cells were stimulated with NGF or pro-NGF followed by qPCR analyses. Several genes were upregulated by the neurotrophins including *ACOT2, CD36, HSD3B1*, and *SPTSSB* (Fig. 6). To investigate whether p38 MAPK is involved in their regulation we employed the inhibitor SB203580, showing a differential response with some genes downregulated (*HSD3B1*) while others not being affected. This shows that in addition to the p38 MAPK/SREBP2 pathways other factors are also involved in their gene regulation.

Among the gene analyzed, we were particularly interested in *LDLR* that was reduced in p75NTR KO mice as compared with controls. This finding confirms that p75NTR signaling is able to influence LDLR levels in vivo. Furthermore, the expression of the E3 ubiquitin ligase Mylip/Idol that targets LDLR for ubiquitin-mediated degradation^20,21^ was elevated in the p75NTR KO mice. This suggests that the rate of degradation of LDLRs is increased in the p75NTR KO mice. Our previous studies showed that p75NTRs can increase LDLRs and reduce Mylip/Idol in hepatocyte cells^8^ and in primary neurons^40^. Results further revealed that the expression of *Fgf21* (ref. ^41^) was reduced in p75NTR-deficient mice compared with controls. 

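Fgf21, which encodes a hormone that the liver secretes under the control of PPAR-alpha, lies on chromosome 7 of GRCm38 from 45613886 to 45615490. In the RNA-seq it had 351, 476 and 84 counts in WT replicates 1, 2 and 3, and 51, 154 and 110 in KO replicates 1, 2 and 4, so the WT and KO ranges overlapped. Its level was 9.91 ± 6.26 CPM (SD, n = 3) in WT and 3.38 ± 1.61 CPM (SD, n = 3) in KO. The log2 fold change was -1.55 (standard error 0.57), with an adjusted p = 0.617 by edgeR over all genes, 0.671 by DESeq2, and 0.0385 by edgeR when adjusted over the list alone, here the PPAR-alpha targets. In the list of the integrated stress response, which also holds Fgf21, 1 of 13 members was lower when adjusted over that list alone. It was not Fgf21.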

FGF21 has several important biological functions in the body, influencing glucose metabolism^42^, hepatic metabolism^43^, and uptake of lipoproteins via LDLRs^44^. FGF21 also counteracts fatty liver and enhances insulin sensitivity in obese mice with an increase in energy utilization^42^. The precise role of FGF21 in p75NTR-associated changes in lipid metabolism warrants further studies.

### p75NTR in caspase-2 regulation and metabolism

Recent studies have revealed an important role of caspase-2 in models of fatty liver disease and in lipoapoptosis^2,4,19,38^. Our results (Fig. 7) show that p75NTR signaling plays an essential role in regulation of caspase-2 and lipid metabolism. These data support recent results indicating that the p75NTR-deficient mice are protected against diet-induced fatty liver disease with an improved insulin sensitivity and energy balance^6,7^. These effects were ascribed to alterations in adipocyte cells and in energy expenditure evoked by the lack of p75NTRs. We show here that several genes involved in lipid pathways are altered in livers of p75NTR-deficient mice, which probably contributes to general metabolism and improved metabolic status of the mice. Levels of major serum lipid classes, cholesterol and triglycerides, were significantly reduced in homozygous p75NTR-deficient mice compared with controls. In heterozygous p75NTR mice, however, there was no reduction in serum lipids (Table 1) demonstrating that the complete lack of p75NTRs is necessary to evoke these effects.

**Fig. 7:**
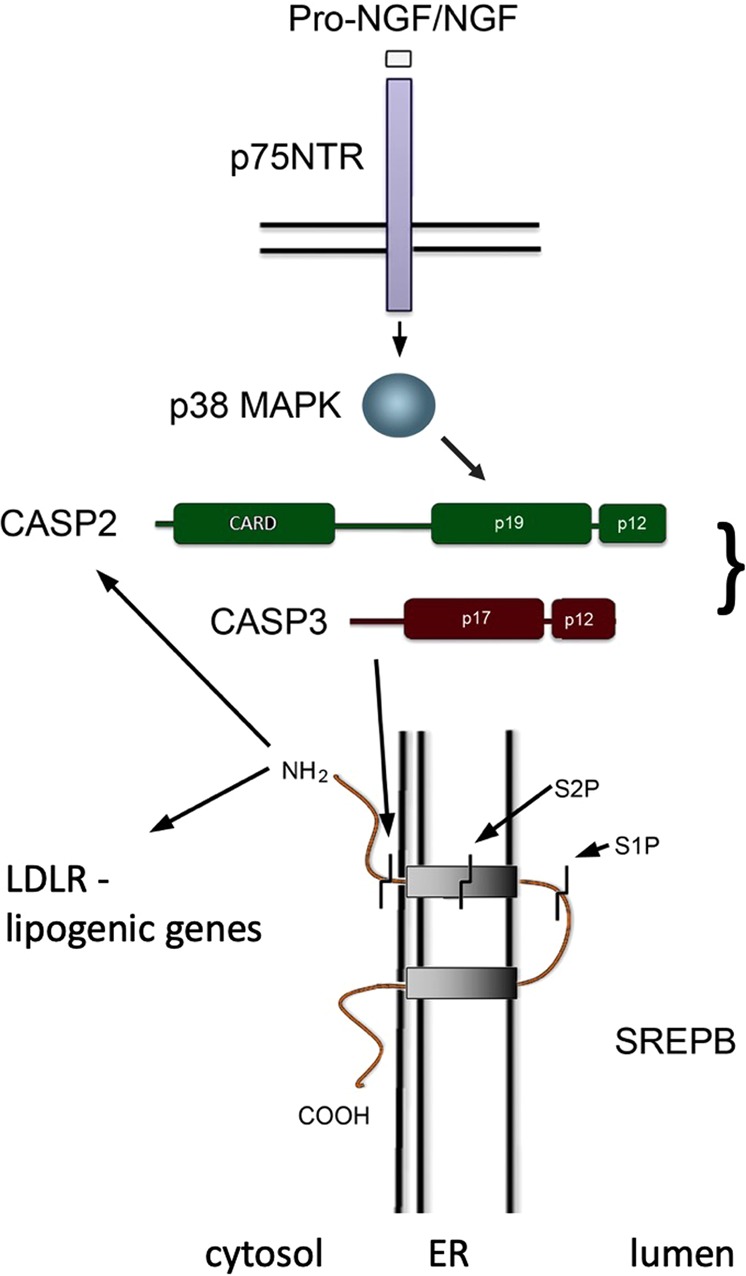
Schematic view of the role of caspase-2 in p75NTR signaling and lipid metabolism. We propose the following scheme for the action of p75NTR and of caspase-2 in SREBP2 and associated gene regulation. Stimulation of p75NTR by NGF or pro-NGF activates the signaling protein p38 MAPK that can phosphorylate caspase-2 (CASP2) leading to the release of caspase-3 (CASP3) from its complex. CASP3, in turn, can cleave SREBP molecules to yield an active transcription factor. SREBP responsive genes include LDLR and other lipogenic genes but also CASP2 itself. Normally SREBP is processed by the enzymes S1P and S2P via a feedback inhibition determined by the cell cholesterol level. We hypothesize that the steroid-mediated and neurotrophin/p75NTR-induced SREBP pathways are distinct but functionally linked

Increased serum cholesterol and triglyceride levels are risk factors for metabolic and cardiovascular diseases in man and can be treated with drugs like statins, which also have side effects^45–47^. Monoclonal antibodies against PCSK9 have shown potential in clinical trials for familiar hypercholesterolemia and cardiovascular diseases^48^. Recent studies targeting caspase-2 by either gene ablation or using pharmacological inhibition demonstrated beneficial effects against diet-induced fatty liver in mice^38^. Our results suggest that modulation of p75NTR signaling^49^ could target lipid and metabolic disorders. It will be important to study changes in gene expression in other tissues such as brain in the p75NTR KO mice and whether these can contribute to or influence lipid-associated neurological disorders.

## Materials and methods

### Vector constructs and materials

Wild type and mutant LDLR promoter firefly luciferase reporter plasmids were from Addgene (numbers 14940 and 14945) as well as Flag-tagged Caspase-2 plasmid (number 11811), C303A mutant caspase-2 (number 10812), and CARD domain mutant caspase-2 (number 10810) were from Addgene. Threonine180 mutant caspase-2 (Thr180A) and (Thr180E) constructs as well as serine139 mutant (S139A) were generated using the Quickchange Lightning site-directed mutagenesis kit (Agilent) and was confirmed by sequencing. A phospho-specific antibody against threonine residue 180 (Thr180) in caspase-2 was commercially made (Eurogentec, Liege, Belgium). This antibody detected a single band in Huh7 cells stimulated with NGF and pro-NGF. Specificity of the antibody towards phospho-Thr180 caspase-2 was further tested using indirect ELISA against native and modified peptide (Eurogentec). Sources of other antibodies and chemicals are specified below under the appropriate headings.

### Animal experiments

All animal procedures were approved by the ethics committee and carried out in accordance with the European Communities Council Directive (86/609/EEC). The mice were maintained in a temperature- and light-controlled environment and received a standard diet. p75 neurotrophin receptor gene deleted (p75NTR KO) mice^50^ were obtained from The Jackson Laboratory (Bar Harbor, ME USA) and bred in the laboratory to produce wild type, heterozygous, and homozygous KO mice. Genetically obese leptin-deficient *ob/ob* mice (The Jackson Laboratory) and leptin-receptor-deficient *db/db* mice were used as a model for fatty liver. Liver tissue was homogenized, and an equal amount of protein was subjected to immunoblotting using anti-NGF (1:1000; Alamone Labs, Jerusalem, Israel), anti-pro-NGF antibodies (1:300; Alamone Labs), and other antibodies as described below. For immunostaining paraffin sections were made from control (heterozygous) and homozygous (*db/db*) mice and processed for immunostaining essentially as described^51^. In short, sections were dewaxed using xylene and rehydrated in decreasing concentrations of ethanol, and antigen retrieval was done by boiling in 10 mM citrate buffer, pH 6.0 followed by washing with phosphate-buffered saline (PBS), inactivation of endogenous peroxidase for 15 min, and blocking in 5% normal horse serum in PBS-Tween 20 (0.5%) buffer for 1 h at room temperature (RT). Anti-NGF antibody (diluted at 1:50) was added overnight at +4 °C, sections washed, and biotinylated horse ant-rabbit secondary antibody (1:700) was added for 2 h at RT. Sections were again washed and the immunostaining visualized using the Vectastain ABC kit PK-6100 Elite (Vector Laboratories, Burlingame, CA, USA) following the instructions by the vendor, mounted, and representative images were taken using the Zeiss fluorescent microscope.

### Cell culture and transfections

Human Huh7 hepatocyte cells were cultured in minimum essential medium Eagle (MEM, Sigma) supplemented with 10% fetal calf serum (Gibco/Life Technologies, Inc., Paisley, UK) at 37 °C in 5% CO_2_. Cells were transfected with 2–4 μg of expression plasmids using Transfectin or FUGENE reagents (Bio-Rad, Espoo, Finland) for 24 h or 48 h (ref. ^8^). Cells were stimulated with different concentrations of NGF or pro-NGF (cleavage-resistant, mutant protein) (Alamone Labs) for various periods of times. In some experiments, 0.5 μM PF429241 (PF, Sigma) was added to inhibit the site-1 protease (S1P) to distinguish between S1P and caspase-3 in the regulation of SREBP.

### Establishment of p75NTR gene-deficient cells using CRISPR/Cas9

Gene editing of p75NTR using the Clustered regularly interspaced short palindromic repeats (CRISPR) Cas9 endonuclease (CRISPR-Cas9) system was performed as described^52^. Guiding RNAs (gRNAs) to target p75NTR were designed using the CRISPR design tool (http://crispr.mit.edu) and are listed in Table 2. They were further cloned into the pSpCas9(BB)-2A-GFP vector (Addgene, px458, number 48138) using FastDigest BpiI (Thermo Scientific) and T4 DNA ligase (New England Biolabs). Huh7 cells were cultured in 24-well plates and transfected with 500 ng DNA and using polyethylenimine (PEI) reagent (Polysciences, Warrington, USA) in a ratio of 1 to 3. Cas9-control cells were transfected with plasmid without the specific gRNAs. One day after transfection, cells were sorted using FACSAriaII (BD Biosciences) at the Biomedicum Flow Cytometry Core Facility (Helsinki, Finland). Single-cell clones were grown in 96-well plates to generate stable cell lines that were grown further. p75NTR levels were analyzed using immunoblotting.

**Table 2:** Guide RNA and guide RNA primer sequences

gRNA	Strand	Sequence
guide p75NTR	+	AAAGCCTGCAACCTGGGCGA
gRNA primers		
guide p75NTR_F		5′-caccgAAAGCCTGCAACCTGGGCGA-3′
guide p75NTR_R		5′-aaacTCGCCCAGGTTGCAGGCTTTc-3′

### Immunoblotting

Tissue and cells were lysed in a buffer containing 150 mm NaCl, 1 mM EDTA, and 50 mM Tris-HCl, pH 7.4, supplemented with 1% Nonidet P-40, 0.25% sodium deoxycholate, 1% SDS, and protease inhibitors^51,53^. Protein concentrations were determined using the BCA protein assay (Thermo Scientific), and an equal amount of protein per sample was subjected to SDS-PAGE, and blotted onto nitrocellulose filters (Amersham Biosciences, Helsinki, Finland). The filters were incubated for 1 h in 50 mM Tris-HCl, pH 7.5, 150 mM NaCl, supplemented with 0.1% Tween 20, and 5% skimmed milk or 5% BSA at room temperature and then overnight at 4 °C with primary antibodies as follows: anti-NGF (1:1000; Alomone Labs, AN-240), anti-Pro-NGF (1:500; Alomone labs, ANT-005), anti-p75NTR intracellular region (1:5000; Millipore, 07-476), anti-p75NTR (1:1000; Cell Signaling, 8238T), anti-Caspase-2 (1:1000; Enzo Life Sciences, 11B4), anti-phospho-Caspase2 (1:200; Eurogentec), anti-Caspase 3 (1:1000; Cell Signaling, 9665), anti-cleaved-Caspase 3 (1:1000; Cell Signaling, 9664), anti-SREBP2 Carboxyl terminal region (1:500; BD Biosciences, 557037), anti-SREBP1 (1:1000; Novus Biologicals, NB600-582), anti-Flag (1:2000; Sigma, F1804), and anti-β-actin (1:10,000; Sigma). After washing, the filter was incubated with horseradish peroxidase-conjugated secondary antibodies (1:2500; Jackson ImmunoResearch, Espoo, Finland), followed by detection using enhanced chemiluminescence (Thermo Scientific, Finland). Quantification was performed using ImageJ.

### Immunoprecipitation

Immunoprecipitation was done using cell lysates from Flag-tagged wild-type and mutant caspase-2-expressing Huh7 cells. In brief, RIPA lysis buffer containing 150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 50 mM Tris-HCl, and 0.1% SDS, pH 8.0, supplemented with protease inhibitor mixture (Roche Applied Science) was added, and preclearing was done followed by an overnight incubation with anti-Flag antibodies (Sigma). Protein G-agarose (Roche Applied Science, Germany) was added and incubated in a rotor at 4 °C for 2 h, and the agarose beads were collected by centrifugation, washed three times, and boiled in loading buffer, and the immunoprecipitates were analyzed by immunoblotting using anti-caspase-3 and anti-Flag antibodies.

### Phos-tag gel analysis

Huh7 cells were lysed in RIPA buffer containing protease inhibitors and phosphatase inhibitors cocktail (Roche). Samples were subjected to 8% SDS-PAGE gels or in-gel combination of 100 μM Phos-Tag^TM^ (Wako Chemicals) with 400 μM MnCl_2_ (ref. ^54^). After running, the gel was equilibrated for 10 min in transfer buffer supplemented with 5 mM EDTA and transferred to nitrocellulose filters as described above.

### Gene promoter assay

Cells were transfected for 24 h with the plasmids encoding wild type or mutant (lacking the SREBP2-responsive element) LDLR promoters upstream of firefly luciferase. As a control for transfection efficiency, we used the Renilla luciferase pRL-TK vector (Promega). Cells were stimulated with 50 ng/ml NGF, 5 ng/ml pro-NGF, or 1 μM simvastatin for 24 h followed by measurement of firefly and Renilla luciferase activities using a luminometer (Promega, Biofellows, Helsinki, Finland) as described^8,44^. Results are shown as fold increase in firefly luciferase activity normalized to that of Renilla luciferase.

### RNA isolation and quantitative PCR

RNA was extracted from control and NGF-treated Huh7 cells using the RNeasy mini kit (Qiagen) followed by cDNA synthesis using SuperScript VILO cDNA synthesis kit (Invitrogen). LightCycler 480 SYBR Green I MASTER (Roche Applied Science) real-time quantitative PCR assays were performed using LightCycler 480 (Roche Applied Science) with a 96-well block as described^44,55^. Initial incubation was at 95 °C for 15 min, followed by 40 cycles at 95 °C for 15 s, 60 °C or 63 °C for 20 s and 72 °C for 10 s. Each sample was done in triplicates and the experiments were repeated three times and normalized to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH)* using the ΔΔCt (threshold cycle) method. The amplified product was checked by melting curve analysis spanning the temperature range from 65 °C to 95 °C with a ramping rate of 0.03 °C/s, and further confirmed by 2% agarose gels electrophoresis. qPCR was performed using the primers shown in Table 3.

**Table 3:** List of primer sequences

Gene	Forward primer 5′–3′	Reverse primer 5′–3′
*HSD3B1*_human	TCTTCGGTGTCACTCACAGAG	GGCACACTAGCTTGGACACA
*SPTSSB*_human	ATTTGAGGCGTGTGAAGGAA	GCACAGCAGCTAATGATTTGG
*FGF21*_human	CCAAGAGGTGGTTTTTCCAG	ACCTGGGGTCCTTTCAATG
*ACOT2*_human	AGTGGAGGTTTCAACACAGGA	GGGCAGAGCTGTCTGCTAAC
*HMGCS1*_human	CATTAGACCGCTGCTATTCTGTC	TTCAGCAACATCCGAGCTAGA
*CASP2*_human	CAAGAAGCTCCGCCTGTC	ATTCAGGAGTGCAAGGCTTC
*CD36*_human	AAGCCAGGTATTGCAGTTCTTT	GCATTTGCTGATGTCTAGCACA
*GAPDH*_human	TTCGTCATGGGTGTGAACCA	CTGTGGTCATGAGTCCTTCCA
*Mylip*_mouse	TGTGGAGCCTCATCTCATCTT	AGGGACTCTTTAATGTGCAAGAA
*Ldlr*_mouse	GCATCAGCTTGGACAAGGTGT	GGGAACAGCCACCATTGTTG
*Gapdh*_mouse	GGGTTCCTATAAATACGGACTGC	CCATTTTGTCTACGGGACGA
*FASN*_human	AAGGACCTGTCTAGGTTTGATGC	TGGCTTCATAGGTGACTTCCA
*ACC1*_human	CTGTTGGCTCAGATACACTC	GCCACAGTGAAATCTCGTT
*SCD1*_human	TCACTTTGATTCCTACCTGCAA	GACGATGAGCTCCTGCTGTTA

### RNA-Seq library preparation, sequencing and data analyses

Total RNA was isolated from livers of control and p75NTR-deficient mice as above and further treated with DNAase (New England Biolabs) to remove DNA contamination. Sample RNA was analyzed for integrity and quality on Agilent Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA). NEBNext Ultra Directional RNA Library Prep Kit for Illumina was used to generate cDNA libraries for next-generation sequencing following the manufacturer´s recommendation. The cDNA libraries were barcoded enabling sample multiplex for sequencing, and library quality was assessed by a Bioanalyzer (Agilent DNA High Sensitivity chip) and quantity by Qubit (Invitrogen). Up to six RNA libraries from control and p75NTR mice were multiplexed using the Illumina NextSeq Sequencer System (Illumina, San Diego, CA, USA), and sequenced using 75-bp single-end sequencing chemistry. The sequence data were processed for quality data analysis using the FastQ and Trimmomatic tools, and reads aligned to the GENCODE M12 (GRCm38.p5) mouse reference. STAR-aligner was set to gene level output mode to get sorted alignment files in binary mode^56^. To produce the counts for the samples the feature Counts software was used^57^. The counts formed the basis for calculation of differential expression statistics employing the DESeq2 software in R environment^58^. Data on differential gene expression between control and p75NTR deficient samples are shown as log2FoldChange with Wald test *p* values, and using Benjamini–Hochberg adjusted *p* values. The Ingenuity Pathway Analysis tool was used to functionally characterize the DEG^59^. The complete RNA-seq data sets are available from the Gene Expressing Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE122424 (release date 01.05.2019).

### Lipid analyses

Mice were fasted for 4 h and blood samples collected for analyses. Serum triglycerides were determined with the enzymatic method (GPO-PAP 1488872 kit, Roche Diagnostics, Mannheim, Germany), and total cholesterol using the enzymatic method (CHOD-PAP 1489232 kit, Roche Diagnostics) as described previously^60^.

### Statistical analyses

Statistics were done using one-way ANOVA followed by a Bonferroni post hoc test for three or more groups. The Student’s *t*-test was used in experiments with two groups with GraphPad Prism version 7.0 (GraphPad Software, La Jolla, CA). Values are expressed as means ± SD, and *p* ≤ 0.05 was considered as significant.

How the deposited data were processed for this re-analysis (not part of the article)

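Liver RNA of 3 WT and 3 p75NTR KO mice, aged 6 months, was measured by RNA-seq in 6 libraries. The authors deposited 1 table of whole-number counts per gene for the 6 libraries. As their methods and processing notes state, they selected polyadenylated RNA, prepared directional libraries, sequenced single-end reads on a NextSeq instrument, converted them with bcl2fastq, trimmed them with Trimmomatic, aligned them with STAR 2.5.0c to GRCm38.p5 with the GENCODE M12 annotation, counted them with featureCounts and tested the counts with DESeq2. The strand setting of the counting is not given in the sources used here. The counts were not normalized before they were deposited, and 0 rows named no gene.

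The table held 49671 genes, of which 49412 had an ID in GENCODE M21, from which symbols and GRCm38 positions were taken, and 259 had none. The total counts per library were 27107209 to 31412855 in WT and 29784429 to 32664149 in KO. Groups and replicate numbers came from the sample labels. The numbers 1 and 2 occur in both groups, and nothing names them as pairs.

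The counts of KO and WT libraries were compared with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr with its default minimum counts (13773 genes), libraries were scaled by TMM, and glmQLFit and glmQLFTest with their default settings gave log2 fold changes and p-values, adjusted by the Benjamini-Hochberg method over all genes tested. A call is an adjusted p under 0.05. CPM values are counts scaled by TMM-adjusted library size. Standard errors are those of the log2 fold change. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists, and also with an estimated correlation and with fry. Other packages were DESeq2 1.42.0, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

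The choices of test, lists and named genes were fixed before the data were examined, apart from those named as chosen later. The PPAR-alpha, fatty acid synthesis, cholesterol synthesis and acute phase lists were chosen as themes of the paper's Fig. 4c, d and Discussion. Those 2 panels were drawn from these same libraries. Several lists hold genes of Fig. 4c, such as Acot1, Ehhadh, Saa1 and Mmp12, and are not independent of it. The 39 lists were: paper Fig. 4c network, acyl-CoA thioesterases, PPAR-alpha targets, mitochondrial beta-oxidation, peroxisomal beta-oxidation, ketogenesis, fatty acid synthesis, cholesterol synthesis, lipoprotein handling, bile acid synthesis and transport, sphingolipid metabolism, 3-beta-hydroxysteroid dehydrogenases, acute phase, integrated stress response, ER chaperones, gluconeogenesis and fasting, circadian clock, xenobiotic metabolism (CAR and PXR), NRF2 targets, interferon response, male-biased liver genes, female-biased liver genes, sex chromosome genes, pericentral hepatocytes, periportal hepatocytes, Kupffer cells and macrophages, lipid-associated and recruited macrophages, neutrophils, T and NK cells, B and plasma cells, stellate cells and fibroblasts, sinusoidal endothelial cells, cholangiocytes, red blood cells, pancreatic acinar cells, adipocytes, cell cycle, neurotrophin system and SREBP processing and immediate early genes. Named genes were (a) 42 genes the paper names for mouse liver or the p75NTR pathway, (b) the 12 genes with the largest change in each direction among calls with a mean CPM of at least 1 and WT and KO ranges that do not overlap, and (c) in each list up to 4 members with the smallest adjusted p among calls or, with no call, up to 2 with the highest mean count. The values in Fig. 4 of the paper were seen before this rule was written. As edgeR made 0 calls, rule (b) was applied to DESeq2's calls, a choice made after the counts of calls were seen. Some of the genes that these rules name are not reported here.

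The alternatives were DESeq2, limma-voom, DESeq2's size factors in edgeR, library totals without TMM, no filter on low counts, a minimum of 10 counts in every library, robust dispersions, each library left out in turn, and the replicate number as a block. DESeq2 with KO replicate 4 left out, and edgeR on WT replicates 1 and 2 and KO replicates 1 and 2, were added after the data were seen, as was camera with an estimated correlation and 1 library left out. Another pseudocount was not tried because the values are counts.

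The tests were tried on simulated counts of 13773 genes, of which 200 were changed. The means, depths and dispersions were those of these 6 libraries, KO replicate 4 included. At a change of 1.5, 2 and 4 times, edgeR recovered 1.49%, 49.3% and 81.8% of the changed genes, with 7 false among 95 calls, DESeq2 20.9%, 62.7% and 90.9%, with 42 false among 158, and limma-voom 1.49%, 46.3% and 80.3%, with 7 false among 92. At this spread between libraries and 3 libraries per group, edgeR therefore left most simulated changes of 1.5 times without a call. The simulated genes varied independently of each other, so no simulated library stood apart in many genes together, as KO replicate 4 does. On the measured counts edgeR called 0 genes, so the shares recovered in the simulation need not hold for these libraries. Depth was not varied, so its part cannot be told. The paper's qPCR, immunoblot, serum and Huh7 experiments were not analysed here.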

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

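The tests of a male mouse, a swap, a lower depth, KO replicate 4 alone and more recent feeding, and the splits for the PPAR-alpha targets and the acute phase genes, were chosen after the results they measure were seen.

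The library of KO replicate 4 held 4712 counts of Y-linked genes, a signal in genes the paper does not discuss, where the other 5 libraries held 0 to 2, and it lay apart from them on the first principal component. A lower depth is argued against by its total count of 29784429, which lies within the 27107209 to 32664149 of the others. A swap with a WT library is argued against by its Ngfr level of 1.61 CPM, below the 2.83 CPM of the lowest WT library. Its Xist count of 16, against at least 6599 in the others, is what a male mouse among females would give. The sample labels used here give no sex, so no biological explanation beyond sex was tested; the same Ngfr level argues against a WT library under a KO label, and an exchange with another KO sample stays open.

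The PPAR-alpha targets, with a median log2 fold change of -0.66, were lower in KO livers by camera (adjusted p = 0.0565 with an estimated correlation). KO replicate 4 alone is argued against by a median of -0.67 without it. More recent feeding of the KO mice would lower the genes of gluconeogenesis and fasting. Their median was 0.69, and 0.27 without KO replicate 2, which is the other direction. The list passed by camera but not with an estimated correlation (adjusted p = 0.151). Its members Sds and Pck1 are also periportal markers, which were higher as a group, so this list cannot decide on feeding. With all libraries, another phase of the circadian clock cannot be told apart from no shift. The clock genes' median absolute log2 fold change then lay at percentile 65.06 of 10000 random lists. Without KO replicate 4 it lay at percentile 99.98 (0.379, with 0.157 as the median of the random lists). That is what another phase would give, so a difference in clock phase stays open. The 10 splits of the libraries into 3 and 3, the real one being 1 of them, are too few for a share under 0.05; the real split gave 0.66 and the highest other 0.36 in size. The genotype may account for the lower targets, as a hypothesis found and tested on the same data.

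Further groups, made up mostly of genes that the paper does not name, differed between KO and WT by camera, but not with an estimated correlation. The genes of mitochondrial beta-oxidation had a median log2 fold change of -0.32 (adjusted p = 6.2e-09 by camera and adjusted p = 0.151 with an estimated correlation). Those of ketogenesis had -0.54 (adjusted p = 1.4e-04 by camera and 0.228 with an estimated correlation). Those of gluconeogenesis and fasting had 0.69 (adjusted p = 3.3e-06 by camera and 0.151 with an estimated correlation), or 0.27 without KO replicate 2, and the markers of periportal hepatocytes had 0.64 (adjusted p = 2.0e-07 by camera and 0.151 with an estimated correlation), or 0.43 without KO replicate 1. The female-biased liver genes had -1.095 (adjusted p = 2.0e-10 by camera and 0.322 with an estimated correlation), with -1.85 without KO replicate 2 and -0.54 without KO replicate 4. Over all alternatives, their median lay between -3.17 and -0.54. Relative to the WT mean, the median of these genes was -0.93, -0.40 and -6.75 on the log2 scale in KO replicates 1, 2 and 4. The WT libraries lay between -0.33 and 0.37. Much of the difference with all libraries thus rests on KO replicate 4, the library with the counts of a male mouse.

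For the number of calls and the acute phase genes, the 10 splits are again too few for a share under 0.05. DESeq2 called 164 genes for the real split and at most 110 for another, and edgeR 0 for the real split and at most 0 for another. The median log2 fold change of the acute phase genes was 0.55 in size for the real split and at most 0.25 for another.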

How the results depend on the processing

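DESeq2 with KO replicate 4 left out, edgeR on WT replicates 1 and 2 and KO replicates 1 and 2, and camera with an estimated correlation and 1 library left out were tried after the data were seen; the other alternatives were planned. With all 6 libraries, edgeR called 0 genes, and DESeq2's size factors, library totals and a minimum of 10 counts in every library also gave 0 calls, with 988 genes at an unadjusted p under 0.05 in edgeR. Leaving out a library other than KO replicate 4 gave 0 calls. The PPAR-alpha targets were lower and the acute phase genes higher under every alternative (medians from -0.76 to -0.57 and from 0.48 to 0.61), and both kept their side of the threshold in 17 of 24, the exceptions being an estimated correlation with all libraries and with each library left out (adjusted p up to 0.227 for both). Of 38 gene lists tested, 16 passed by camera, 0 of these with an estimated correlation, on all libraries or with any 1 left out, 6 by fry and 13 without KO replicate 4, 12 of these in the same direction and the male-biased liver genes in the opposite one. Counted over every alternative, the medians of gene lists kept direction and side of the threshold 635 times, passed it in the same direction 47 times, no longer passed it 139 times and changed sign 91 times; for named genes these numbers were 1479, 226, 0 and 114. Pseudocounts were not varied because the table holds counts. A gene below a filter gets no value there: Sptssb was tested by edgeR without the filter, and Hsd3b1 also without KO replicate 4. For the values that follow, the cause was not tested. Depth may limit the genes with few counts, Ngfr among them, which was not tested either.

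With DESeq2, 82 genes were called higher and 82 lower, 70 and 66 of them by at least 1.5-fold, 6 genes near Ngfr were called, Ngfr had -1.51 (adjusted p = 0.00547), and the log2 fold change changed sign to 0.0025 for ER chaperones, 0.0026 for neurotrophin system and SREBP processing and 0.0025 for Hsp90b1.

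With limma-voom, 1 gene was called higher and 4 lower, 1 and 4 of them by at least 1.5-fold, and the log2 fold change changed sign to 0.0030 for neurotrophin system and SREBP processing, -0.011 for Srebf2, -0.91 for Hsd3b5, 0.099 for Trib3 and -0.10 for Dbp.

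With no filter on low counts, 69 genes were called higher and 67 lower, 68 and 65 of them by at least 1.5-fold, cholesterol synthesis had -0.12 (adjusted p = 0.0254), 4 genes near Ngfr were called, Ngfr had -1.51 (adjusted p = 0.0354, by edgeR), and the log2 fold change changed sign to 9.88 for sex chromosome genes and 0.0095 for neurotrophin system and SREBP processing.

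With robust dispersions, 3 genes were called higher and 6 lower, 3 and 6 of them by at least 1.5-fold, and 1 gene near Ngfr was called.

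With the replicate block, which leaves WT replicate 3 and KO replicate 4 without a partner, 220 genes were called higher and 248 lower, 190 and 193 of them by at least 1.5-fold, cholesterol synthesis had -0.29 (adjusted p = 0.0287), 5 genes near Ngfr were called, Ngfr had -1.88 (adjusted p = 0.0261, by edgeR), and the log2 fold change changed sign to -0.37 for fatty acid synthesis, -0.097 for circadian clock, 0.087 for interferon response, -0.65 for male-biased liver genes, 0.21 for sex chromosome genes, 0.29 for Kupffer cells and macrophages, 0.15 for T and NK cells, -0.35 for Acaca, -0.67 for Scd1, -0.18 for Fasn, -0.14 for Scp2, -4.68 for Hsd3b5, -0.10 for Atf4, 0.58 for Trib3, 0.025 for Hsp90b1, -0.19 for Tef, -0.35 for Dbp, 0.062 for Irf7, -0.58 for Mup3, -2.67 for Serpina1e, 0.21 for Xist, 0.14 for Clec4f, 0.50 for Cd5l, -0.0077 for Spp1, -0.014 for Igkc, 0.098 for Rgs5, 0.16 for Hbb-bs and -0.44 for Cdk1. The correlation of deviations from the group means was -0.124 for the libraries numbered 1 and 0.0259 for those numbered 2, so the samples share only a number. In this fit WT replicate 3 and KO replicate 4 each have a block of their own, so the genotype difference rests on the libraries numbered 1 and 2.

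In DESeq2 with KO replicate 4 left out, 176 genes were called higher and 230 lower, 133 and 166 of them by at least 1.5-fold, 6 genes near Ngfr were called, Ngfr had -1.64 (adjusted p = 0.00376), and the log2 fold change changed sign to -0.20 for fatty acid synthesis, -0.12 for 3-beta-hydroxysteroid dehydrogenases, -0.061 for integrated stress response, -0.11 for circadian clock, -0.68 for male-biased liver genes, 0.090 for Kupffer cells and macrophages, 0.16 for T and NK cells, 0.047 for B and plasma cells, -0.17 for Acaca, -0.18 for Fasn, 0.0051 for Mapk14, -0.19 for Scp2, -4.87 for Hsd3b5, -0.16 for Tef, -0.63 for Dbp, -0.63 for Mup3, -2.53 for Serpina1e, 0.070 for Cd5l, 0.065 for Trbc2, 0.049 for Rgs5 and 0.16 for Hbb-bs.

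With only WT replicates 1 and 2 and KO replicates 1 and 2, 131 genes were called higher and 157 lower, 120 and 136 of them by at least 1.5-fold, 4 genes near Ngfr were called, Ngfr had -1.83 (adjusted p = 0.0447, by edgeR), and the log2 fold change changed sign to -0.35 for fatty acid synthesis, -0.070 for integrated stress response, -0.083 for circadian clock, 0.089 for interferon response, -0.62 for male-biased liver genes, 0.23 for sex chromosome genes, 0.32 for Kupffer cells and macrophages, 0.28 for T and NK cells, -0.31 for Acaca, -0.41 for Scd1, -0.13 for Fasn, -0.13 for Scp2, -4.67 for Hsd3b5, -0.070 for Atf4, 0.58 for Trib3, 0.027 for Hsp90b1, -0.19 for Tef, -0.35 for Dbp, 0.057 for Irf7, -0.57 for Mup3, -2.70 for Serpina1e, 0.23 for Xist, 0.17 for Clec4f, 0.55 for Cd5l, 0.048 for Trbc2, -0.076 for Igkc, 0.13 for Rgs5, 0.16 for Hbb-bs and -0.39 for Cdk1.

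With an estimated correlation, the genes of Fig. 4c had -1.13 (adjusted p = 0.151), PPAR-alpha targets had -0.66 (adjusted p = 0.0565) and acute phase had 0.55 (adjusted p = 0.0522).

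With fry, the genes of Fig. 4c had -1.13 (adjusted p = 0.0861).

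With DESeq2's size factors (RLE), the log2 fold change changed sign to 0.0041 for ER chaperones, 0.0045 for neurotrophin system and SREBP processing and 0.0041 for Hsp90b1.

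With at least 10 counts in every library, 3 genes of Fig. 4c were higher when adjusted over the list alone, and the log2 fold change changed sign to 0.0016 for ER chaperones, 0.27 for T and NK cells, 0.036 for cell cycle and 0.0016 for Hsp90b1.

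With library totals only, the log2 fold change changed sign to -0.020 for Srebf2 and -0.017 for Cyp2e1.

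With 1 library left out in turn, the lowest and highest numbers were 0 to 50 for those at least 1.5-fold higher, 0 to 64 for those at least 1.5-fold lower, 0 to 50 for genes called higher, 0 to 64 for genes called lower and 0 to 3 for called genes near Ngfr. The median log2 fold changes of gene lists ranged from -0.29 to 1.02 for 3-beta-hydroxysteroid dehydrogenases, -0.0077 to 0.16 for ER chaperones, -0.34 to 0.25 for Kupffer cells and macrophages, -0.76 to -0.57 for PPAR-alpha targets, -0.60 to 0.18 for T and NK cells, 0.48 to 0.59 for acute phase, -0.22 to 0.14 for adipocytes, -0.19 to 0.028 for bile acid synthesis and transport, -0.31 to 0.15 for cholesterol synthesis, -0.11 to 0.28 for circadian clock, -0.20 to 0.33 for fatty acid synthesis, -0.13 to 0.24 for integrated stress response, -0.68 to 4.23 for male-biased liver genes, -0.013 to 0.035 for neurotrophin system and SREBP processing, -0.39 to 1.36 for neutrophils, -1.297 to -0.99 for the genes of Fig. 4c, -0.088 to 0.16 for red blood cells and -0.057 to 0.016 for sphingolipid metabolism. Log2 fold changes of genes ranged from -0.17 to 0.37 for Acaca, -0.041 to 0.23 for Atf4, -0.30 to 0.78 for Ccl5, -0.38 to 0.42 for Cd5l, -0.38 to 0.54 for Cdk1, -0.50 to 0.043 for Clec4f, -0.083 to 0.086 for Cyp2e1, -0.63 to 0.33 for Dbp, -0.53 to 1.64 for Dusp1, -0.22 to 0.14 for Fabp4, -0.32 to 0.00084 for Fads1, -0.18 to 0.61 for Fasn, -0.078 to 0.29 for Hba-a1, -0.25 to 0.16 for Hbb-bs, -4.76 to 6.33 for Hsd3b5, -0.026 to 0.037 for Hsp90b1, -0.11 to 0.46 for Igkc, -0.11 to 0.058 for Mapk14, -0.11 to 0.0055 for Mbtps1, -0.077 to 0.17 for Mbtps2, -0.63 to 1.17 for Mup3, -0.27 to 0.073 for Rgs5, -0.19 to 0.53 for Scp2, -2.53 to 4.25 for Serpina1e, -0.20 to 0.16 for Srebf2, -0.16 to 0.17 for Tef, -0.80 to 0.081 for Top2a, -1.49 to 0.063 for Trbc2 and -0.41 to 0.61 for Trib3.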

Differences from the paper's values

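The log2 fold change of Saa1 was 1.62 between KO and WT by edgeR, where the paper's value is about 1.3 in Fig. 4c, read by eye. The figure prints the human symbol SAA1, and the close paralog Saa2, looked at after the values were seen, had 1.25 by edgeR. The standard error used for these comparisons is that of edgeR on all libraries. Of the alternatives set before the data were examined, the value lay within that error of the paper's without WT replicate 2 (1.55), without WT replicate 3 (1.48), without KO replicate 4 (1.32) and with the replicate block (1.20). It did not with DESeq2, limma-voom, DESeq2's size factors, library totals, no filter on low counts, at least 10 counts in every library, robust dispersion, or without WT replicate 1, KO replicate 1 or KO replicate 2. Of the 15 genes in Fig. 4c, all 15 had the paper's sign and 14 lay within 1 standard error of the paper's value. The paper's values come from the same libraries, so this closeness is not independent evidence. One of these 14 is Cyp4a10, taken for the figure's human symbol CYP4A11, with -1.44 where the paper's value is about -1.1 in Fig. 4c, read by eye; it lay outside with limma-voom and library totals, and without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2. Of its paralogs, Cyp4a31 had -1.15, Cyp4a14 -1.27 and Cyp4a32 0.78.

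The paper marks the genes of Fig. 4c as differentially expressed, and here 0 of the 15 passed by edgeR on all libraries, with 15 at an unadjusted p under 0.05. DESeq2 called 14, edgeR with no filter on low counts 14, edgeR without KO replicate 4 11, the replicate block 15, robust dispersion 2 and limma-voom 1. DESeq2 with KO replicate 4 left out and edgeR on WT replicates 1 and 2 and KO replicates 1 and 2, both chosen after the values were seen, called 14 each and dropped 1, Smpd3. Smpd3 was called only with the replicate block (adjusted p = 0.0359 by edgeR). In the block fit the genotype difference rests on WT replicates 1 and 2 and KO replicates 1 and 2, which nothing names as pairs.

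The paper states that HSD3B1 and SPTSSB were increased, and here Hsd3b1 had 40 counts in WT and 2 in KO, and Sptssb 11 and 0. The paper prints human symbols and does not say which mouse gene of the family HSD3B1 stands for. Hsd3b5, of the same family, had 6480 counts in KO replicate 4 and 0 to 63 in the other libraries. The paper states that Fgf21 was reduced, and here its log2 fold change was -1.55 (adjusted p = 0.617 by edgeR). Fgf21 was called with the replicate block (adjusted p = 0.00264 by edgeR) and on WT replicates 1 and 2 and KO replicates 1 and 2, chosen after the values were seen (adjusted p = 0.0422 by edgeR). Neither fit draws on WT replicate 3 or KO replicate 4 for the genotype difference. The Fgf21 count of WT replicate 3 lay within the KO range, and nothing names libraries with the same number as pairs.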

Other observations

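The test of the genes near Ngfr was planned, and the values without KO replicate 4 in the paragraphs on zonation markers and sex-biased genes were looked at after that library was seen to differ.

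Markers of periportal hepatocytes, which hold most of the liver's urea cycle and gluconeogenesis, had higher values in KO livers: 10 of 10 had a positive log2 fold change, 5 were higher when adjusted over the list alone (Ass1, Sds, Gls2, Asl and Arg1) and DESeq2 called 4 over all genes (adjusted p = 0.151 with an estimated correlation). Ass1, an enzyme of the urea cycle, had 0.91 (standard error 0.19, adjusted p = 0.207 by edgeR and 2.9e-04 by DESeq2), Asl, the next enzyme, 0.82 (standard error 0.25) and Sds, a serine dehydratase, 0.91 (standard error 0.25). Without KO replicate 4, edgeR called 3 of the 10 over all genes, and 7 were higher and 1 lower when adjusted over the list alone; the lower one, Cyp2f2, had 0.14 with all libraries and -0.51 without KO replicate 4 (0.0181 as that adjusted p by edgeR). The genes Cps1, Sds and Gadd45g of gluconeogenesis and fasting were higher when adjusted over that list alone, among 11 tested. Markers of pericentral hepatocytes had a median of -0.13 (adjusted p = 0.0257 by camera and adjusted p = 0.195 with an estimated correlation). Of 10 tested, 2 were lower when adjusted over the list alone, Rhbg among them. Without KO replicate 4, 0 were, and Rhbg had 0.104 as that adjusted p by edgeR. Apart from Arg1 and Cps1, the genes named here were chosen after their values were seen.

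Male-biased liver genes had a median of 3.21 (adjusted p = 0.00250 by camera and adjusted p = 0.615 with an estimated correlation), 4.23 without KO replicate 1, 4.22 without KO replicate 2 and -0.68 without KO replicate 4, the library with Y-linked reads. That last value passed by camera in the opposite direction (adjusted p = 5.2e-09, and adjusted p = 0.190 with an estimated correlation), and of 12 members tested, 7 were then lower and 2, Cyp2d9 and Gstp1, higher when adjusted over the list alone, against 0 and 0 with all libraries. Female-biased genes had 2 members, Cyp3a16 and Cyp3a41b, lower when adjusted over the list alone, against 8 lower, and some higher, without KO replicate 4. Xist, the 1 tested gene of the sex chromosome list, had -0.60 (adjusted p = 0.963 by edgeR), -1.27 without KO replicate 1 and -0.01 without KO replicate 4. Cyp2d9, Gstp1, Cyp3a16 and Cyp3a41b were named after their values were seen.

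The other lists that passed by camera were interferon response (-0.27, adjusted p = 0.0193, and adjusted p = 0.615 with an estimated correlation), stellate cells and fibroblasts (0.34, adjusted p = 0.00170, and adjusted p = 0.298 with an estimated correlation) and immediate early genes (0.56, adjusted p = 2.5e-04, and adjusted p = 0.195 with an estimated correlation). Those that did not pass were bile acid synthesis and transport (-0.03, adjusted p = 0.402), integrated stress response (0.06, adjusted p = 0.875), ER chaperones (-0.0030, adjusted p = 0.426), circadian clock (0.05, adjusted p = 0.0800), xenobiotic metabolism (CAR and PXR) (0.20, adjusted p = 0.118), NRF2 targets (0.13, adjusted p = 0.1003), Kupffer cells and macrophages (-0.06, adjusted p = 0.875), neutrophils (0.25, adjusted p = 0.0924), T and NK cells (-0.02, adjusted p = 0.749), B and plasma cells (-0.27, adjusted p = 0.118), sinusoidal endothelial cells (-0.21, adjusted p = 0.0800), cholangiocytes (0.31, adjusted p = 0.111), red blood cells (0.06, adjusted p = 0.680), adipocytes (-0.01, adjusted p = 0.951), cell cycle (-0.46, adjusted p = 0.0941) and neurotrophin system and SREBP processing (-0.0029, adjusted p = 0.824). Markers of pancreatic acinar cells had 0 members tested. The values in parentheses are median log2 fold changes by edgeR with the adjusted p of camera. The median of the immediate early genes was 0.87 without WT replicate 2 and 0.34 without KO replicate 2. Leaving out 1 library changed the call by camera for these lists: ER chaperones had 0.16 without WT replicate 2 (adjusted p = 0.0488), circadian clock had 0.048 without WT replicate 2 (adjusted p = 0.0275), 0.28 without KO replicate 1 (adjusted p = 0.00119) and 0.16 without KO replicate 2 (adjusted p = 0.0423), xenobiotic metabolism (CAR and PXR) had 0.15 without KO replicate 4 (adjusted p = 0.00705), NRF2 targets had 0.34 without WT replicate 1 (adjusted p = 0.0224), 0.29 without WT replicate 2 (adjusted p = 0.0258), 0.24 without KO replicate 1 (adjusted p = 0.0133) and 0.10 without KO replicate 2 (adjusted p = 0.0263), interferon response had -0.031 without WT replicate 3 (adjusted p = 0.456) and -0.048 without KO replicate 4 (adjusted p = 0.884), pericentral hepatocytes had -0.16 without WT replicate 2 (adjusted p = 0.0650), -0.048 without KO replicate 2 (adjusted p = 0.0605) and -0.14 without KO replicate 4 (adjusted p = 0.0835) and Kupffer cells and macrophages had 0.25 without WT replicate 3 (adjusted p = 0.00544) and -0.34 without KO replicate 1 (adjusted p = 0.0171). Likewise, neutrophils had 1.29 without WT replicate 1 (adjusted p = 0.00467), 1.03 without WT replicate 2 (adjusted p = 0.0163), 1.23 without WT replicate 3 (adjusted p = 9.7e-04), 1.36 without KO replicate 2 (adjusted p = 1.3e-05) and 1.36 without KO replicate 4 (adjusted p = 0.00585), T and NK cells had -0.60 without KO replicate 1 (adjusted p = 2.0e-04), B and plasma cells had -0.23 without WT replicate 1 (adjusted p = 0.0380) and -0.54 without KO replicate 1 (adjusted p = 6.1e-05), stellate cells and fibroblasts had 0.27 without WT replicate 2 (adjusted p = 0.146) and 0.30 without KO replicate 4 (adjusted p = 0.0710), sinusoidal endothelial cells had -0.37 without WT replicate 1 (adjusted p = 5.5e-05) and -0.26 without KO replicate 4 (adjusted p = 0.0384), cholangiocytes had 0.98 without WT replicate 1 (adjusted p = 0.00136) and 0.57 without KO replicate 1 (adjusted p = 0.00399) and cell cycle had -0.71 without WT replicate 1 (adjusted p = 0.00841), -0.33 without WT replicate 3 (adjusted p = 0.0362) and -0.87 without KO replicate 2 (adjusted p = 0.0125). Calls by camera also changed under another test, another filter or a block. With DESeq2, circadian clock (0.056, adjusted p = 0.0394), xenobiotic metabolism (CAR and PXR) (0.20, adjusted p = 0.0426), neutrophils (1.20, adjusted p = 2.0e-04) and sinusoidal endothelial cells (-0.20, adjusted p = 0.0464) passed, while male-biased liver genes (1.45, adjusted p = 0.120) did not pass. With limma-voom, male-biased liver genes (0.65, adjusted p = 0.166) did not pass. With no filter on low counts, where the medians include genes with few counts, NRF2 targets (adjusted p = 0.0250), neutrophils (adjusted p = 1.2e-04), sinusoidal endothelial cells (adjusted p = 0.0370), adipocytes (adjusted p = 0.00153) and cell cycle (adjusted p = 0.0361) passed. With at least 10 counts in every library, neutrophils (0.82, adjusted p = 0.0158) passed, while lipid-associated and recruited macrophages (0.38, adjusted p = 0.104) did not pass. With the replicate block, xenobiotic metabolism (CAR and PXR) (0.12, adjusted p = 0.0202), Kupffer cells and macrophages (0.29, adjusted p = 0.00249) and neutrophils (0.52, adjusted p = 0.0254) passed, while interferon response (0.087, adjusted p = 0.211), pericentral hepatocytes (-0.22, adjusted p = 0.125) and stellate cells and fibroblasts (0.27, adjusted p = 0.0608) did not pass. All these calls use the preset correlation; with an estimated one in edgeR, 0 lists passed on all libraries or, tried after the data were seen, with any 1 left out. The median of neutrophils was -0.39 without KO replicate 1. In these lists, members called by DESeq2 over all genes were 1 higher for neutrophils, 1 for the clock and 1 for xenobiotic metabolism, and 1 lower for B and plasma cells, 1 for the stress response and 1 for the neurotrophin list, while edgeR called 0.

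A linked segment around the Ngfr allele, from the strain in which it was made, may differ from the WT strain, and genes within 10 Mb of Ngfr on chromosome 11 would then pass the test more often. An unadjusted p under 0.05 was found for 19 of 245 such genes and for 969 of 13528 others, an odds ratio of 1.09 (95% interval 0.641 to 1.75, two-sided Fisher's exact test, p = 0.707). At an adjusted p under 0.05, DESeq2 called 6 of 238 such genes, Adam11 among them, and 158 of 13238 others, an odds ratio of 2.14 (95% interval 0.766 to 4.84, two-sided Fisher's exact test, p = 0.0709). For edgeR without KO replicate 4, these numbers were 3 of 249 (Mmd, Arl4d and Adam11, the first 2 named after their values were seen) and 111 of 13853 (odds ratio 1.51, 95% interval 0.305 to 4.58, two-sided Fisher's exact test, p = 0.457). For DESeq2 without that library, tried after the data were seen, they were 6 of 235 and 400 of 12959 (odds ratio 0.823, 95% interval 0.297 to 1.83, two-sided Fisher's exact test, p = 0.848). The intervals all include 1, which leaves the segment open. Grm8, a glutamate receptor gene below the filter on low counts, had 0 counts in each WT library and 2, 0 and 104 in KO replicates 1, 2 and 4.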
